# Sperm‐Derived CircRNA‐1572 Regulates Embryogenesis and Zygotic Genome Activation by Targeting *CCNB2* via Bta‐miR‐2478‐L‐2

**DOI:** 10.1002/advs.202414325

**Published:** 2025-03-17

**Authors:** Yanfang Wu, Yaochang Wei, Yuelin Li, Yiming Dou, YongQiang Yang, Hanghang Liu, Xiaoyan Wang, Zheng Wang, Jianmin Su, Yong Zhang, Yongsheng Wang

**Keywords:** circRNAs, cyclin B2, early embryonic development, porcine, sperm, zygotic genome activation

## Abstract

Sperm non‐coding RNAs, including micro RNAs, transfer RNA‐derived small RNAs, and long non‐coding RNAs, are pivotal in cellular cytoskeletal remodeling, early embryonic development, and offspring phenotypes. Despite the identification of circular RNAs (circRNAs) in mammals, the roles of sperm‐derived circRNAs in embryogenesis remain largely unexplored. This study identify circRNA‐1572, a sperm‐derived circRNA deliver into oocytes during fertilization, through whole‐transcriptome sequencing of porcine metaphase II (MII) oocytes, purified mature sperm, and in vitro fertilized pronuclear (PN) embryos. Functional assays confirm circRNA‐1572 competitively binds to bta‐miR‐2478‐L‐2 through a “sponge” mechanism, regulating the expression of the target gene cyclin B2 (*CCNB2*). Knockdown (KD) of circRNA‐1572 or overexpression of bta‐miR‐2478‐L‐2 led to reduce levels of CCNB2 mRNA and protein, along with altered fibrous actin (F‐actin) distribution and aberrant chromosomal organization, leading to increase developmental arrest and impair zygotic genome activation (ZGA) during early porcine embryogenesis. Importantly, these phenotypes are rescued upon supplementary mRNA of *CCNB2*. Moreover, SMART‐seq analysis reveals KD of *CCNB2* resulted in delayed degradation of maternal transcripts in 2‐cell embryos and delayed initiation of ZGA in 4‐cell. This study provides novel insights into the molecular regulatory functions of sperm‐derived circRNAs in early mammalian embryogenesis and underscores the impact of paternal factors on embryonic development.

## 1 Introduction

Current research suggests that, in addition to providing the paternal haploid chromosomes and facilitating the activation of post‐fertilization embryonic development, sperm also carry epigenetic information molecules playing a significant role in regulating genomic activity and transmitting information to the next generation, thereby influencing embryonic development and offspring phenotypes.^[^ ^1^ ^]^ The significance of these epigenetic factors in offspring development has become increasingly conspicuous with the extensive exploration on the molecular mechanisms underlying the transmission of various epigenetic information between generations. Notably, non‐coding RNAs (ncRNAs) in sperm have gained significant attention, with abundant evidence indicating that certain ncRNAs, delivered by sperm into oocytes during fertilization, play a key role in preimplantation development.^[^ ^2^ ^]^ For example, bovine sperm‐derived miR‐449b is involved in embryonic epigenetic reprogramming and blastocyst apoptosis.^[^ ^3^ ^]^ Additionally, sperm‐derived miR‐202 targets SEPT7 to regulate cytoskeletal remodeling during the first cleavage of bovine embryos.^[^ ^4^ ^]^ Similarly, sperm‐borne long non‐coding RNAs (lncRNAs), Piwi‐interacting RNAs, and transfer RNA‐derived small RNAs (tsRNAs) significantly affect embryonic developmental competence and post‐birth phenotypes in offspring.^[^ ^5^, ^6^, ^7^, ^8^, ^9^ ^]^

With the in‐depth investigation of ncRNAs, circular RNAs (circRNAs), a subclass of ncRNAs, have garnered significant attention from researchers. CircRNAs are closed‐loop non‐coding RNAs formed by the back‐splicing of pre‐mRNA. The maturation of mRNA involves a series of consecutive processes, including transcription, splicing, capping, polyadenylation, export, and surveillance.^[^ ^10^ ^]^ Essentially, back‐splicing is coupled with transcription. Current research reveals that the molecular regulatory mechanisms of circRNAs primarily involve participation in transcriptional regulation within the nucleus, competition with mRNA precursors during transcription, acting as “sponges” for microRNAs (miRNAs), facilitating the translation of functional peptides or proteins, and interacting with proteins.^[^ ^11^ ^]^ Notably, in the field of mammalian reproduction, circRNAs may play crucial roles in male reproduction, follicle development, oocyte maturation, and preimplantation embryo development, as elucidated through sequencing and analysis of circRNAs in gametes,^[^ ^12^ ^]^ embryos,^[^ ^13^ ^]^ testes,^[^ ^14^ ^]^ ovaries,^[^ ^15^ ^]^ uterus,^[^ ^16^ ^]^ and placenta.^[^ ^17^ ^]^ However, these studies have primarily focused on circRNA screening and expression patterns, and an in‐depth exploration of circRNA functions remains lacking. In 2019, Shen et al. reported that circRNAs act as miRNA sponges to regulate GnRH signaling and oocyte maturation,^[^ ^18^ ^]^ Additionally, two other studies demonstrated that two different circRNAs may act as miRNA sponges, affecting blastocyst quality and embryonic developmental potential in pigs.^[^ ^19^, ^20^ ^]^ Although circRNA expression in testicular tissue,^[^ ^21^ ^]^ semen,^[^ ^22^ ^]^ and sperm^[^ ^23^ ^]^ has been identified, and Chioccarelli et al. reported that the biogenesis of sperm circCNOT6L in mice and humans supports zygote development,^[^ ^24^ ^]^ a more in‐depth investigation into the role of sperm‐derived circRNAs in mammalian spermatogenesis and embryonic development has not been reported. Therefore, research on the impact of sperm‐derived circRNAs on early embryonic development and the mechanisms by which they exert their regulatory effects is imperative.

In mammalian oocytes, maternal mRNAs are transcribed and stored during oocyte growth. These mRNAs support oocyte meiotic maturation and early embryo development but undergo widespread degradation following meiotic resumption. Subsequently, the zygotic genome is activated for transcription, marking the transition from maternal to zygotic developmental control, known as the maternal‐to‐zygotic transition (MZT).^[^ ^25^, ^26^, ^27^ ^]^ Notably, during MZT, approximately 60% of maternal mRNA levels significantly decreased in fruit flies,^[^ ^28^ ^]^ whereas in mice, up to 90% of maternal mRNA is eliminated at the 2‐cell stage.^[^ ^29^ ^]^ Zygotic genome activation (ZGA) is a pivotal phase in the pre‐implantation development of mammalian embryos, characterized by an increase in gene expression. The initiation of embryonic development relies heavily on the expression products of the zygotic genome. ZGA typically occurs during the 2‐cell stage in mice, the 4‐cell stage in pigs, and the 4‐cell to 8‐cell stages in cattle and humans.^[^ ^30^ ^]^ Research has demonstrated a robust correlation between the duration of embryonic developmental arrest and the timing of ZGA. For instance, studies by Sun indicate that the arrest of 2‐cell mouse embryos coincides with suppressed transcriptional activity,^[^ ^31^ ^]^ and Zhang's investigations reveal that under nutrient‐deficient conditions, most pig embryos arrest at the 4‐cell stage, resulting in failed ZGA.^[^ ^32^ ^]^ Additionally, aberrant clearance of maternal mRNA is detrimental to ZGA, leading to embryonic developmental stasis and pregnancy failure.^[^ ^33^ ^]^ Consequently, the harmonious coordination between the degradation of maternal substances and ZGA during the MZT is crucial for normal embryonic development.

Early embryonic cleavage is a continuous and rapid process akin to mitosis. During the initial stages of embryonic development, cell cycle regulatory factors stored in oocytes are swiftly activated after fertilization, bypassing the G1 and G2 phases and transitioning directly from the S phase (DNA replication) to the M phase (mitosis).^[^ ^34^ ^]^ Among these regulatory factors are cyclin B2 (CCNB2) and cyclin B1 (CCNB1), members of the cyclin B family. The cyclin‐dependent kinase 1 (Cdk1)–cyclin B regulatory network plays a well‐recognized role in mitotic entry.^[^ ^35^ ^]^ Additionally, Cdk1–cyclin B is involved in nuclear envelope breakdown, chromosome condensation, spindle assembly, regulation of the spindle assembly checkpoint, and inhibition of separase activity.^[^ ^36^, ^37^, ^38^, ^39^, ^40^ ^]^ Historically, the CCNB1/CDK1 complex was considered the primary driver of cell division processes, with CCNB1 being more crucial for cell proliferation (at least in mitosis) than cyclin B2. However, recent research has highlighted an equally important role for cyclin B2 in cell division.^[^ ^41^, ^42^, ^43^, ^44^ ^]^ Despite extensive studies on the function of cyclin B2 in mitosis and oocyte meiosis, its role in early embryonic development remains unknown.

In this study, for the first time, we delved into the role and mechanism of sperm‐derived circRNAs in regulating early embryonic development in pigs. We identified circRNA‐1572, which is transferred from sperm into the oocyte during fertilization. A reduction in the expression of circRNA‐1572 led to developmental arrest and the inhibition of ZGA during porcine embryogenesis. Furthermore, we elucidated that sperm‐derived circRNA‐1572 competitively binds to bta‐miR‐2478‐L‐2 through a “sponge” mechanism to target and regulate cyclin B2 expression, thereby modulating the distribution of fibrous actin (F‐actin) in early pig embryos, ensuring proper chromosome segregation during mitosis, and facilitating normal embryo cleavage, maternal RNA degradation (MRD), and ZGA. Our findings offer novel perspectives into the influence of sperm‐derived RNA on embryonic development and its molecular regulatory mechanisms, thereby enriching the research framework on the regulatory role of sperm‐derived circRNAs in early embryonic development.

## 2 Results

### 2.1 Screening of Sperm‐Derived RNA

Following the collection of porcine metaphase II (MII) oocytes, purified mature sperm, pronuclear (PN) 1‐cell embryos, total RNA were extracted and subjected to rRNA depletion to construct strand‐specific small RNA libraries. Based on these libraries, mRNA, lncRNA, circRNA, and miRNA were analyzed (**Figure** **1**a). 

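Each of the 3 groups was sequenced as 3 libraries, 9 in all. MII oocytes are eggs held at metaphase of the second meiotic division, the stage at which they are fertilized. PN embryos are 1-cell embryos in which the chromosomes of the sperm and of the egg still lie in separate pronuclei, and they were taken 18 h after the start of IVF. The RNA of MII oocytes and of PN embryos came from 10000 cells each, as given in the methods. The authors deposited 1 table for each of mRNA, lncRNA and circRNA, with a column for each library and no normalization. The mRNA table holds whole-number counts for 70688 loci. Of these, 69725 have a number given by transcript assembly (prefix MSTRG) and 963 an Ensembl gene identifier, without gene symbols. The lncRNA table holds the coverage of 60759 transcripts, which is the mean read depth along a transcript and not a read number. The circRNA table holds counts for 3071 circRNAs of 1727 host genes. A circRNA is a closed RNA loop, recognized by reads across a back-splice junction, where the end of an exon is joined to the start of the same or an earlier exon. Transcripts of 53538 mRNA loci are also listed in the lncRNA table, so the same reads can enter both tables. The paper's text does not name the aligner, the counting program or the genome build. The circRNA counts of sperm replicates 1 and 3 were identical for all 3071 circRNAs, 562 of them above 0. In the mRNA table, only 0.418% of the loci above 0 in either of these replicates had equal counts. The identical columns were counted as 1 sample, so that sperm has n = 2 for circRNAs and n = 3 for mRNAs and lncRNAs. The miRNA libraries are not analysed here.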

Through rigorous screening, we obtained 81 321 510 (94.11% of the total clean data), 79 663 020 (92.58% of the total clean data), and 79 419 631 (93.34% of the total clean data) high‐quality reads from porcine MII oocytes, PN embryos, and sperm, respectively, and the proportion of bases with a quality value ≥30 was 96.84%, 97.30%, and 97.12%, respectively (Table S1, Supporting Information), indicating the accuracy and efficacy of our sequencing data.

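The paper's Table S1 lists between 80886614 and 81931030 valid reads per library for MII oocytes, between 79434200 and 79975212 for PN embryos and between 78730376 and 80352870 for sperm, so that the libraries were sequenced to nearly the same depth. The tables made from these reads differed more. Counts on mRNA loci summed to between 101252749 and 103318452 per library in MII oocytes (median 101634238), between 91924597 and 94137406 in PN embryos (median 93789471) and between 25745522 and 26494348 in sperm (median 25921986). The totals of oocytes and embryos exceed the valid reads, so that these counts are not numbers of separate reads. The paper's text does not say how they arose. The lncRNA table gives no read numbers, and its summed coverage was between 1423560.1 and 1480713.7 in MII oocytes, between 1345256.7 and 1412962.0 in PN embryos and between 2317206.9 and 2418232.5 in sperm. CircRNA counts summed to 24217, 24002 and 22809 in the 3 MII oocyte libraries, to 23056, 26200 and 24503 in the 3 PN embryo libraries, and to 155731 and 167851 in the 2 distinct sperm libraries. Per 1000000 valid reads, this is between 282 and 298 circRNA counts in MII oocytes, between 290 and 328 in PN embryos and between 1967 and 2089 in sperm. Between 590 and 675 circRNAs were above 0 in an MII oocyte library, between 516 and 593 in a PN embryo library and 562 and 568 in the sperm libraries. At a floor of 3 counts, the smallest share of the circRNA counts that a library can show lies between 0.0124% and 0.0132% for MII oocytes, between 0.0115% and 0.0130% for PN embryos and between 0.00179% and 0.00193% for sperm. These floors cover counting error only, since the libraries were amplified by PCR and the methods name no molecular identifiers.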

**Figure 1:**
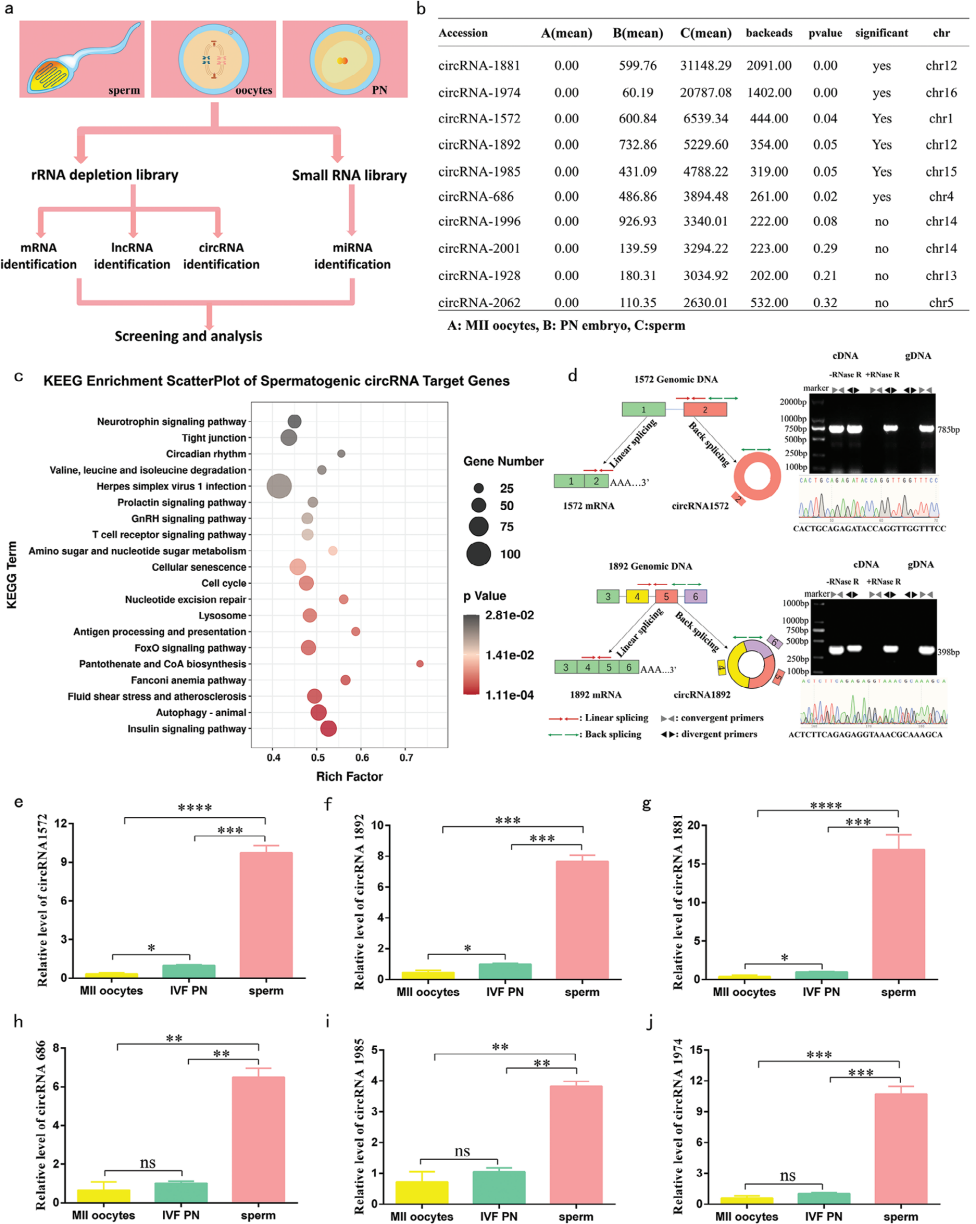
Identification of sperm‐derived circRNAs. a) The primary workflow of whole transcriptome sequencing analysis of MII oocytes, PN embryos, and sperm. b) Sperm‐derived circRNA information. c) KEEG analyses of Sperm‐derived circRNA target genes (A, MII oocytes; B, PN embryos; C, sperm). d) Genomic regions of the circRNA genes derived from various exons of circRNA‐1572, circRNA‐1892 (left). Convergent (gray) and divergent (black) primers used for amplification of linear or back‐spliced products, RT‐PCR of total RNA from RNase R‐treated or untreated sperm (top right), and further validation through Sanger sequencing (bottom right), all these demonstrated circular structure of the circRNAs. e–j) Relative expression of circRNA‐1572, circRNA‐1892, circRNA‐1881, circRNA‐686, circRNA‐1985, and circRNA‐1974 in oocytes, sperm, and IVF PN embryos, with total RNA extracted and detected using RT‐qPCR. The data are presented as mean ± SEM from at least three independent experiments., * *p* < 0.05, ** *p*< 0.01, *** *p* <0.001, **** *p* <0.0001, ns: not significant.

We performed differential gene expression analysis for mRNA, lncRNA, circRNA, and miRNA to identify the sperm‐derived RNAs that enter the oocyte. 

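The groups were compared in pairs with the thresholds given in the methods, an absolute log2 fold change of at least 1 and an adjusted p-value under 0.05. Counts of mRNA and circRNA were tested with edgeR's quasi-likelihood test after TMM normalization, and the coverage of lncRNAs with limma on log2(coverage + 1), each with Benjamini-Hochberg adjustment. Between PN embryos and MII oocytes, 46 of the 26611 tested mRNA loci passed, 23 higher and 23 lower in PN embryos. With DESeq2 in place of edgeR, 779 loci passed (301 higher, 478 lower), and 2 loci passed when the sperm libraries shared the estimate of the spread. Sperm differed from MII oocytes at 11960 of 19353 loci (1497 higher, 10463 lower in sperm) and from PN embryos at 10852 of 17980 loci (1496 higher, 9356 lower). With DESeq2, 13204 and 12043 passed. Without the filter on low values, 497 (193 higher, 304 lower) and 680 (231 higher, 449 lower) passed. With the replicate number as a block, 1027 (404 higher, 623 lower) and 1175 (463 higher, 712 lower) passed. For lncRNAs, 12 of 19810 transcripts passed between PN embryos and MII oocytes, 6 in each direction, and 122 passed without the filter on low coverage, while 1 passed without MII oocyte replicate 1. In sperm, 9649 of 11162 transcripts differed from MII oocytes (404 higher, 9245 lower) and 8321 of 10022 from PN embryos (392 higher, 7929 lower). After quantile normalization, 1308 (596 higher, 712 lower) and 1221 (575 higher, 646 lower) passed. Without 1 MII oocyte library, 361 to 398 passed, with 245 to 257 higher and 116 to 141 lower. Without 1 PN embryo library, 353 to 372 passed, with 245 to 252 higher and 108 to 120 lower. In these fits, lncRNAs found in oocytes or embryos alone cannot meet the filter, which requires 3 libraries. With all libraries, lncRNAs found in sperm alone needed all 3 sperm libraries. A sperm mean of at least 50, and at least 10 times that of oocytes and embryos, was found for 9540 lncRNAs. Only 41.4% to 41.8% of them were above 0 in a sperm library, and most were not counted as higher. For mRNA loci, these values were 11314 and 43.3% to 43.6%. Without the filter, 344 lncRNAs were higher and 6579 lower against MII oocytes. For circRNAs, 0 of 270 passed between PN embryos and MII oocytes, with a smallest adjusted p of 0.235 and 16 at an unadjusted p-value under 0.05. Sperm differed from MII oocytes at 61 of 123 circRNAs (8 higher, 53 lower) and from PN embryos at 54 of 143 (1 higher, 53 lower). A circRNA had to be above 0 in 3 libraries to be tested, and sperm has 2, so that circRNAs found in sperm alone were not tested and could not count as higher. Without this filter, 19 (6 higher, 13 lower) and 8 (1 higher, 7 lower) passed. The balance of higher and lower circRNAs varied with the fit. DESeq2 gave 21 higher and 59 lower against MII oocytes and 34 higher and 61 lower against PN embryos. Scaling to the total circRNA count in place of TMM on the filtered circRNAs, chosen after the data were seen, gave 17 higher and 53 lower, and 15 higher and 29 lower. Counting the identical columns as 2 samples, also chosen later, gave 76 higher and 58 lower, and 64 higher and 45 lower. With TMM on the filtered circRNAs, the log2 fold change of circRNA-1572 in sperm against PN embryos was -1.79 (unadjusted p = 0.579, edgeR; adjusted p = 0.646), although its mean was 666 counts in sperm and 35 in PN embryos, and scaled to the total count it was 1.40 (adjusted p = 0.69, edgeR). In sperm against PN embryos, the sign for circRNA-1572 therefore depended on the normalization, and it passed with neither. Of the other circRNAs in Figure 1b, circRNA-1892, circRNA-686, circRNA-1985 and circRNA-1928 also changed sign. CircRNA-1881 (0.759 and 3.35) and circRNA-1974 (3.46 and 6.30) stayed higher in sperm, and circRNA-1996 (-3.12 and -0.906) stayed lower. CircRNA-1974 passed when scaled to the total count (adjusted p = 0.029, edgeR) and not with TMM (adjusted p = 0.257, edgeR). CircRNA-1881 and circRNA-1996 passed with neither normalization. Against MII oocytes, 53 circRNAs were lower in sperm with both. With the 3 groups in 1 fit, 31 and 24 passed. Leaving out an MII oocyte replicate left 0 or 1 past the threshold against MII oocytes (8 to 12 at an unadjusted p-value under 0.05). Leaving out a PN embryo replicate left 0 against PN embryos (5 to 13 at an unadjusted p-value under 0.05). In these fits, circRNAs found in oocytes or embryos alone cannot reach the 3 libraries of the filter, and 45 to 62 and 69 to 72 were tested. These fits therefore cannot show how far the counts depend on a single replicate. The loci named here are those with the largest change among the mRNA loci past the threshold whose 3 PN embryo and 3 MII oocyte libraries did not overlap, a separation that chance gives 10% of loci. The files do not pair these identifiers with gene names. MSTRG.58717 had 0 counts in every MII oocyte library and 103, 384 and 803 in PN embryos (430 ± 352, SD, n = 3). This mean was 143-fold above a floor of 3 counts (adjusted p = 0.0387, edgeR). MSTRG.52605 had 2.33 ± 4.04 counts in MII oocytes and 857 ± 89.3 in PN embryos (SD, n = 3 each), a log2 fold change of 8.56 (standard error 1.47, adjusted p = 0.0157, edgeR). In the other direction, MSTRG.11355 had 629 ± 183 counts (SD, n = 3) in MII oocytes and 0 in every PN embryo library (adjusted p = 0.013, edgeR). MSTRG.39029 had 577 ± 122 counts and 0 (adjusted p = 0.0158, edgeR). These means were 210-fold and 192-fold above the floor of 3 counts. Folds against this floor are not lower bounds, since the counts of mRNA loci are not numbers of separate reads.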

The results were filtered and organized based on the principle of high expression in sperm and PN embryos, but not in MII oocytes. Notably, during the screening of mRNA and lncRNA, when the expression level in MII oocytes was set to 0, the expression level in PN embryos was also nearly 0, while expression was evident in sperm, the mRNA and lncRNA expression patterns in MII oocytes and PN embryos were similar but distinct from those in sperm (Figure S1a–d, Supporting Information), suggesting a lack of apparent delivery of mRNAs or lncRNAs from sperm to oocytes during porcine fertilization.

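The mRNA table lists 9974 loci with 0 counts in every MII oocyte library and a mean of at least 1 count in sperm. Their median sperm mean was 543.5 counts and their median PN embryo mean was 0. Of these loci, 71.3% had 0 counts in every PN embryo library and 26.4% reached a mean of 1 count. Summed over the loci, the PN embryo means came to 0.685% of the sperm means. The same selection with MII oocytes and PN embryos exchanged gave 8602 loci, of which 82.6% were at 0 in every MII oocyte library and 15.6% reached a mean of 1 count. Of the lncRNAs, 9317 were at 0 coverage in every MII oocyte library and had a sperm mean of at least 1. Their median coverage was 172.5 in sperm and 0 in PN embryos, 73.6% were at 0 in every PN embryo library, 4.68% reached a PN embryo mean of 1, and the summed PN embryo means came to 0.353% of those in sperm. With the groups exchanged, 8007 lncRNAs were found, 85.6% of them at 0 in every MII oocyte library and 5.41% with an MII oocyte mean of at least 1. All 13 lncRNAs of Figure S1d were found in the deposited table. Of these, 9 were at 0 in every MII oocyte library and 10 had a PN embryo mean under 1, while sperm means ranged from 21.4 to 801. The lncRNA ENSSSCG00000043175 was at 0 in MII oocytes and had coverages of 0, 46.4 and 49.1 in the PN embryo libraries and of 70.1, 211 and 0 in the sperm libraries. The mRNAs of Figure S1c are not analysed here. Across the 69912 mRNA loci with a mean of at least 1 over all libraries, the median Spearman's rho between an MII oocyte and a PN embryo library was 0.619 (0.598 to 0.678 over the pairs), as high as between MII oocyte libraries (median 0.621) and between PN embryo libraries (0.626). Between MII oocytes and sperm it was 0.23 (0.224 to 0.253), and between PN embryos and sperm 0.258 (0.242 to 0.279). Sperm libraries had a median of 0.417 among themselves, lower than within the other groups. The median of MII oocytes with PN embryos exceeded that of MII oocytes with sperm by 0.388. This difference was most affected by the measure and was 0.432 with Pearson's r of log2(count + 1). Across 58866 lncRNAs, the median rho was 0.322 between MII oocytes and PN embryos (0.29 to 0.436) and -0.093 between MII oocytes and sperm (-0.112 to -0.076). It was -0.06 between PN embryos and sperm, and 0.32, 0.346 and 0.146 within MII oocytes, PN embryos and sperm. These correlations are across genes, which are not independent replicates, and no p-value is given. From PN embryo levels near 0 where MII oocytes were at 0, and from expression patterns that MII oocytes and PN embryos shared and sperm did not, the paper proposes that porcine sperm do not apparently deliver mRNAs or lncRNAs to the oocyte at fertilization.

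**Figure D1:**
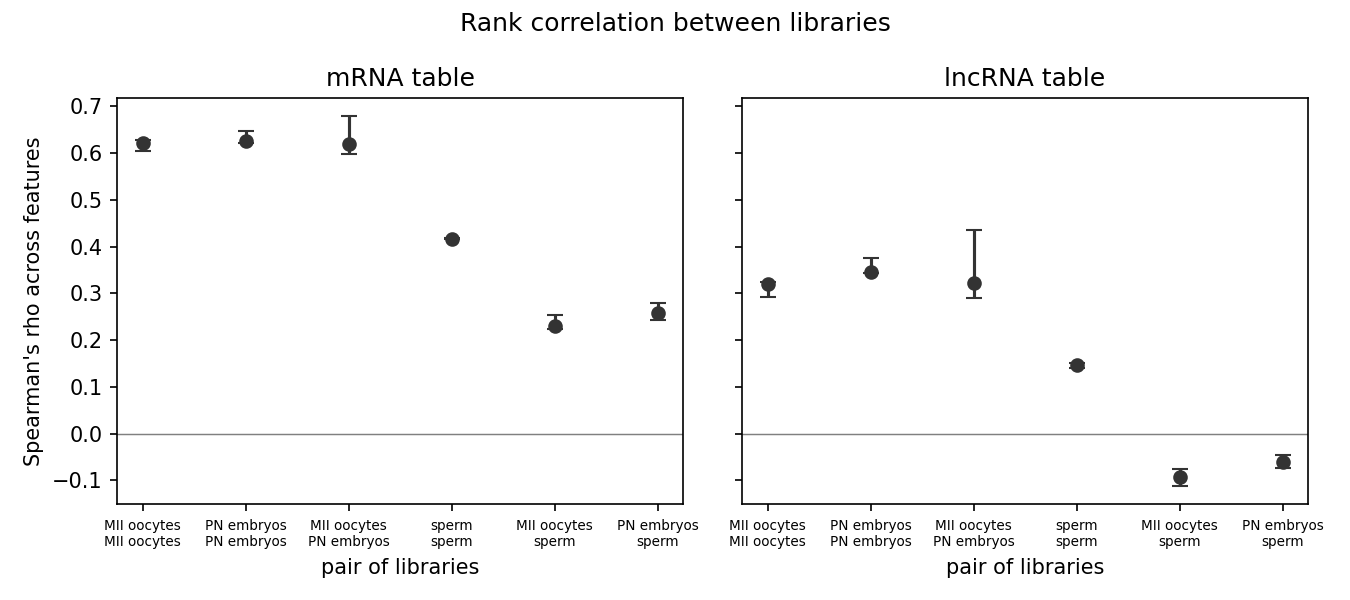
Spearman's rho between pairs of libraries (y axis) for the mRNA table (left) and the lncRNA table (right), by the groups of the pair (x axis). Points are medians and bars run from the lowest to the highest pair. Pairs of an MII oocyte and a PN embryo library lie at the level of pairs within these groups, and above the pairs with sperm.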

We successfully identified several sperm‐derived miRNAs (Figure S1e,f, Supporting Information) and circRNAs (Figure 1b). 

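With 0 counts in every MII oocyte library and at least 1 count in at least 1 PN embryo and 1 sperm library, 103 circRNAs of 101 host genes were found. Their median of the mean counts was 0.333 in PN embryos and 185.5 in sperm. For 74 of them the highest count in a PN embryo library was 1 or 2, and 27 were detected in both distinct sperm libraries. Of the 10 circRNAs in Figure 1b, 9 were among them. The exception was circRNA-686, with 0, 2 and 1 counts in the MII oocyte libraries. Outside the 6 shortlisted circRNAs, Figure 1b lists 4 more, all at 0 in MII oocytes. CircRNA-1996 from HNRNPH3 had 0, 127 and 29 counts in PN embryos and 334 and 0 in the 2 sperm libraries, circRNA-2001 from TBC1D12 had 0, 24 and 0, and 0 and 671, circRNA-1928 from TMEM43 had 0, 31 and 0, and 303 and 1, and circRNA-2062 from PLXNC1 had 0, 0 and 17, and 263 and 0. With PN embryos and MII oocytes exchanged, the same screen gave 58 circRNAs. The count was most affected by the number of libraries required. When all libraries of PN embryos and sperm had to be above 0, it was 0 in both directions, and with at least 2 libraries of each it was 4, against 0 with the groups exchanged. At least 10 counts in 1 library of each, a limit chosen after the counts were seen, left 13 circRNAs, against 11 with the groups exchanged. Of the circRNAs found in PN embryos and at 0 in MII oocytes, 103 of 834 (12.4%) were found in sperm, and of those found in MII oocytes and at 0 in PN embryos, 58 of 1002 (5.79%). Which circRNAs were detected varied between libraries of the same group. Of the circRNAs with at least 50 counts in an MII oocyte library, 199 of 340 (58.5%) had 0 in both other MII oocyte libraries, and the same held for 220 of 352 (62.5%) in PN embryos. In sperm, 581 of 698 (83.2%) were at 0 in the other library. The median ratio of PN embryo to sperm means was 0.00269 for the 103 screened circRNAs. For mRNA loci at 0 in MII oocytes, with a sperm mean of at least 1 and above 0 in PN embryos, it was 0.00252. These were 2867 of 9974 loci, against 103 of the 864 circRNAs at 0 in MII oocytes and above 0 in sperm. The 2 tables differ in depth and kind of count, but these values alone do not set the screened circRNAs apart from mRNAs.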

Previous studies have verified the presence of sperm‐derived miRNAs and their contributions to embryonic development,^[^ ^3^, ^4^ ^]^ but the impact of sperm‐derived circRNAs on early mammalian embryonic development remains unknown. Therefore, our research focus was redirected toward sperm‐derived circRNAs. Gene Ontology (GO) enrichment analysis of target genes of sperm‐derived circRNAs (Figure S1g. Supporting Information) revealed their participation in cell adhesion molecules, RNA polymerase II intronic transcription regulatory region sequence‐specific DNA binding, mismatch repair, and chromosome centromeric regions. Furthermore, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis (Figure 1c) indicated their involvement in pantothenate and CoA biosynthesis, the cell cycle, and nucleotide excision repair. Taking into account their expression levels in sperm and PN embryos, along with the characteristics of back – splicing junctions and significant differential expression, we shortlisted six circRNAs for in – depth investigation (Figure 1b, top six rows): circRNA – 1572, circRNA – 1892, circRNA – 1881, circRNA – 686, circRNA – 1985, and circRNA – 1974.

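In the 3 PN embryo libraries, circRNA-1572 from C18orf25 had 96, 9 and 0 counts, with 0 in each MII oocyte library and 0 and 1332 in the 2 sperm libraries. CircRNA-1892 from MAP2K4 had 0, 126 and 0 counts in PN embryos, 0 in MII oocytes, and 33 and 998 in sperm. CircRNA-1881 from PRKAR1A had 0, 102 and 1 counts in PN embryos, 0 in MII oocytes, and 1940 and 2393 in sperm. CircRNA-686 from MAN1A2 had 0, 0 and 75 counts in PN embryos and 224 and 337 in sperm, and it was the only one of the 6 above 0 in MII oocytes. CircRNA-1985 from CREB1 had 0, 73 and 1 counts in PN embryos, 0 in MII oocytes, and 442 and 75 in sperm. CircRNA-1974 from ZSWIM6 had 0, 7 and 3 counts in PN embryos, 0 in MII oocytes, and 762 and 2682 in sperm. The mean in PN embryos was 35 ± 53.0 counts for circRNA-1572, 42 ± 72.7 for circRNA-1892, 34.3 ± 58.6 for circRNA-1881, 25 ± 43.3 for circRNA-686, 24.7 ± 41.9 for circRNA-1985 and 3.33 ± 3.51 for circRNA-1974 (SD, n = 3). Each SD is larger than its mean. A two-sided exact permutation test of the difference between PN embryos and MII oocytes gave p = 0.4 for circRNA-1572, circRNA-1881, circRNA-1985 and circRNA-1974, and p = 1 for circRNA-1892 and circRNA-686, where 0.1 is the smallest p that 3 libraries against 3 allow. Without PN embryo replicate 2, circRNA-1892 was at 0 in both groups, and without PN embryo replicate 3, circRNA-686 was lower in PN embryos than in MII oocytes (difference in means -1 count). Across the 3 groups, edgeR's quasi-likelihood test gave an adjusted p of 0.00151 for circRNA-1881, 0.000346 for circRNA-1974, 0.0569 for circRNA-1572, 0.0974 for circRNA-1892, 0.172 for circRNA-1985 and 0.361 for circRNA-686. Without adjustment, the p-values of circRNA-1881, circRNA-1974, circRNA-1572 and circRNA-1892 were under 0.05, as were those of 122 of the 342 circRNAs tested. After adjustment, 26 of these 342 remained under 0.05. Without the filter on low values, the p-values of circRNA-1881 and circRNA-1974 were 0.119 and 0.124 (adjusted p = 0.468 for both, edgeR). With the filter, DESeq2 gave 0.0158 without adjustment for circRNA-1974. The DESeq2 value of circRNA-1881 cannot be told from a missing p-value and is not given. For sperm against MII oocytes alone, without the filter, circRNA-1881 and circRNA-1974 passed (adjusted p = 0.00226 and 0.0165, edgeR). The others of the 6 did not (adjusted p = 0.366 to 0.473, edgeR). With DESeq2 in this comparison, circRNA-1572 passed as well (adjusted p = 1.71e-06), but all of its sperm counts came from 1 library. CircRNA-1881 and circRNA-1974 also passed with DESeq2 (adjusted p = 0.0239 and 0.0308). CircRNA-1892, circRNA-1985 and circRNA-686 did not (adjusted p = 0.0802 to 0.127, DESeq2). For sperm against PN embryos without the filter, circRNA-1881 and circRNA-1974 did not pass (adjusted p = 0.385 for both, edgeR). With the filter and scaled to the total circRNA count, circRNA-1974 passed (adjusted p = 0.029, edgeR).

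**Figure D2:**
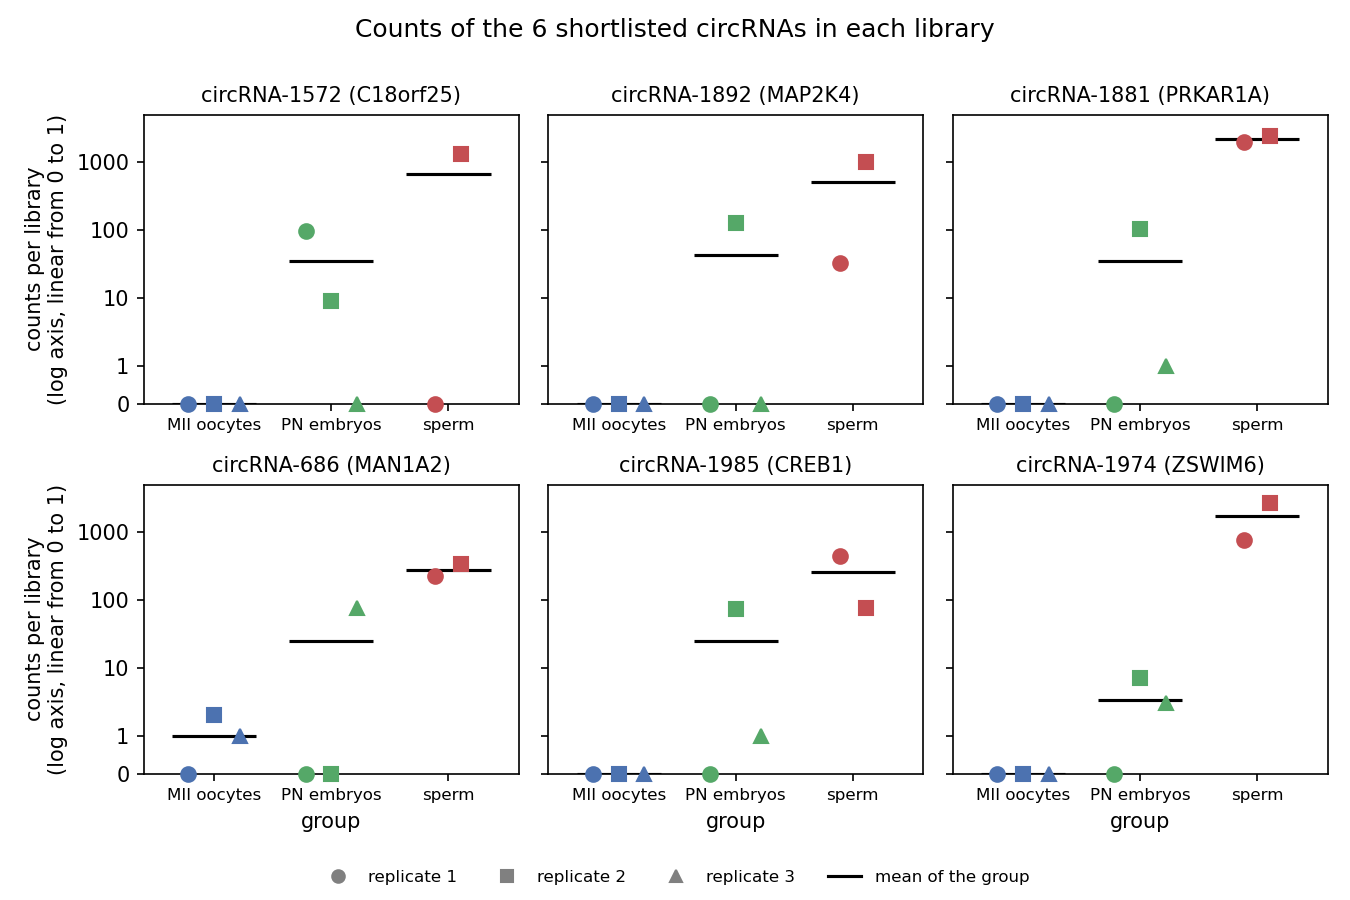
Counts of the 6 shortlisted circRNAs (y axis, log scale above 1) in each library of MII oocytes, PN embryos and sperm (x axis). Symbols are libraries, with the identical sperm replicates 1 and 3 drawn once, and lines are group means. Most of the PN embryo counts of each circRNA come from 1 library, from 70.0% for circRNA-1974 to 100% for circRNA-1892 and circRNA-686.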

### 2.2 Validation of the Circular Structure and Sperm‐Derived Origin of the Six CircRNAs

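The supplementary sheet of circRNAs gives the position of each of the 6 by chromosome, first and last base and strand, in a build of the pig genome that the paper's text does not name. CircRNA-1572 lies on chromosome 1 from 95846715 to 95847499 on the plus strand and consists of exon 2 of C18orf25 alone, so that its 785 nt equal its genomic length. CircRNA-1892 lies on chromosome 12 from 56438413 to 56473522 on the plus strand and joins exons 4, 5 and 6 of MAP2K4 into 398 nt. CircRNA-1881 lies on chromosome 12 from 11669306 to 11671052 on the minus strand and joins exons 6, 7 and 8 of PRKAR1A into 268 nt. CircRNA-686 lies on chromosome 4 from 103240688 to 103244750 on the minus strand, with exons 11 and 12 of MAN1A2 (289 nt). CircRNA-1985 lies on chromosome 15 from 110727073 to 110742697 on the plus strand, with exons 3, 4 and 5 of CREB1 (370 nt), and circRNA-1974 on chromosome 16 from 40231897 to 40253338 on the plus strand, with exons 2, 3 and 4 of ZSWIM6 (657 nt). All are exonic. The chromosomal distance between the outer ends is 35110 bases for circRNA-1892, 1747 for circRNA-1881, 4063 for circRNA-686, 15625 for circRNA-1985 and 21442 for circRNA-1974. The bases on each side of the back-splice junction were read from the sequence of circRNA-1572 in the supplement and from primers that lie at both ends of circRNA-1881, circRNA-1974 and circRNA-1985. For circRNA-1572, the circle ends with AATCACTGCAGAGATACCAG and continues with GTTGGTTTCCTGTTGCATCA, and these 40 bases have a GC content of 45.0%, against 48.5% for the whole circle. For circRNA-1881, GCTACAGAAGAATCCTTATG is joined to TGATATTTTTGATGCCATGT, with a GC content of 35.0%. The content was 57.5% for circRNA-1974 and 45.0% for circRNA-1985. With 10 in place of 20 bases on each side, it was 50.0% for circRNA-1572, 20.0% for circRNA-1881, 50.0% for circRNA-1974 and 35.0% for circRNA-1985. The junctions of circRNA-1892 and circRNA-686 are not analysed here.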

We first conducted bioinformatic annotation of the six circRNAs (Table S2, Supporting Information) and illustrated their structural patterns. To confirm the circular structures, two pairs of primers—divergent and convergent—were designed for each circRNA. PCR coupled with agarose gel electrophoresis showed that divergent primers could amplify the circular isoforms of circRNAs from cDNA but not from genomic DNA (gDNA). In contrast, convergent primers generated the corresponding linear fragments from both cDNA and gDNA. Subsequent Sanger sequencing of the PCR products further validated the sequence accuracy. Additionally, porcine sperm was subjected to RNase R treatment to assess the stability of the circRNAs, confirming their authenticity and circular configuration (circRNA‐1572 and circRNA‐1892 showed in Figure 1d, circRNA‐1974, circRNA‐1881, circRNA‐686 and circRNA‐1985 showed in Figure S1h, Supporting Information).

Quantification of the relative expression levels of the six circRNAs were then detected using qPCR. Remarkably, circRNA‐1572 (Figure 1e), circRNA‐1892 (Figure 1f), and circRNA‐1881 (Figure 1g) demonstrated minimal presence in MII oocytes, exhibiting significantly lower expression compared to PN embryos and sperm (with sperm displaying notably higher expression levels). Although circRNA‐686 (Figure 1h), circRNA‐1985 (Figure 1i), and circRNA‐1974 (Figure 1j) exhibited minimal expression in MII oocytes and high expression in sperm, the differences in their expression between MII oocytes and PN embryos were not statistically significant. We hypothesize that the discrepancy may be attributed to the sufficient RNA yield obtained for whole transcriptome sequencing across various samples, whereas the RNAs collected for qPCR analysis were limited (15–20 oocytes or embryos). Therefore, taking a comprehensive approach, we further selected circRNA‐1572, circRNA‐1892, and circRNA‐1881, which exhibited high expression in sperm, marginal presence in oocytes, and significantly higher levels in embryos compared to oocytes. Notably, designing fluorescence in situ hybridization (FISH) probes and specific siRNAs were challenging for circRNA‐1881 owing to a relatively low GC content at its circularization site. Consequently, conducting molecular functional studies on this circRNA was difficult, leading to the prioritization of circRNA‐1572 and circRNA‐1892 for further investigation.

### 2.3 Knocking Down Sperm‐Derived CircRNA‐1572 Arrests Embryogenesis and Inhibits ZGA

Two siRNAs targeting circRNA‐1572 or circRNA‐1892 were individually microinjected into freshly fertilized eggs following IVF (co‐incubation of sperm and eggs for 6 h). Both Si‐circRNA‐1572‐1 and Si‐circRNA‐1572‐2 significantly downregulated circRNA‐1572 expression without affecting that of its mRNA. As Si‐circRNA‐1572‐2 exhibited more pronounced interference (**Figure** **2**a), subsequent circRNA‐1572 KD experiments were conducted using Si‐circRNA‐1572‐2 alone. As for circRNA‐1892, both siRNAs demonstrated nearly equal and effective suppression of circRNA‐1892 expression without affecting that of its linear mRNA (Figure 2b) and therefore, a mixture of Si‐circRNA‐1892‐1 and Si‐circRNA‐1892‐2 was employed for subsequent circRNA‐1892 KD experiments.

**Figure 2:**
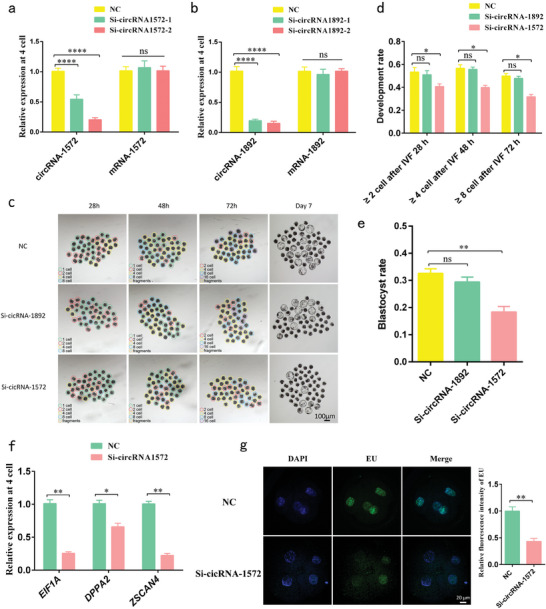
Impact of downregulating sperm‐derived circRNA‐1572 and circRNA‐1892 expression during early development in porcine IVF embryos. a, b) Validation of the efficiency of circRNA‐1572 and circRNA‐1892 KD using qRT‐PCR in samples collected from 4‐cell embryos. c, d) Comparison of embryonic development at different stages between groups (The fertilized oocytes were not deliberately selected for the presence of a second polar body, NC group: *n* = 426; Si‐circRNA‐189 group: *n* = 378; Si‐circRNA‐1572 group: *n* = 363; scale bar = 100 µm). e) Blastocyst rate in different groups (NC group: *n* = 285; Si‐circRNA‐189 group: *n* = 248; Si‐circRNA‐1572 group: *n* = 200). f) Relative expression of genes (*EIF1A, DPPA2*, and *ZSCAN4*) associated with porcine zygotic genome activation at 4‐cell stage upon downregulation of circRNA‐1572 expression. g) Incorporation of EU at the 4‐cell stage upon downregulation of circRNA‐1572 expression (*n* ≥ 10 for each group, scale bar = 20 µm). The data are presented as mean ± SEM from at least three independent experiments. *p < 0.05, **p < 0.01, ****p < 0.0001, ns: not significant.

At 28 h post the start of IVF, the proportion of embryos at the ≥2‐cell stage in both the negative control (NC) group and Si‐circRNA‐1892 group was comparable, at 53.44% and 51.01%, respectively, both significantly higher than the Si‐circRNA‐1572 group at 40.74% (numbers of oocytes with second polar bodies following IVF as the denominators). At 48 h post IVF initiation, the proportion of embryos at the ≥4‐cell stage in the NC group and Si‐circRNA‐1892 group was similar at 56.63% and 55.73%, respectively, again significantly higher than the Si‐circRNA‐1572 group at 39.95%. At 72 h post IVF initiation, the proportion of embryos at the ≥8‐cell stage in the NC group and Si‐circRNA‐1892 group was comparable, at 49.91% and 47.88%, respectively, both significantly higher than the Si‐circRNA‐1572 group at 31.79%, where ≈50% of the embryos were still arrested at the 4‐cell stage (Figure 2c,d; Table S3, Supporting Information). On day 7 post IVF, the blastocyst rate in the NC group was slightly higher than that in the Si‐circRNA‐1892 group, at 32.61% and 29.44%, respectively, both significantly higher than the Si‐circRNA‐1572 group at 18.39% (Figure 2e). These results indicate that KD of circRNA‐1572, rather than circRNA‐1892, predominantly arrests embryos at the 4‐cell stage and affects blastocyst formation.

Coincidentally, ZGA in pigs also begins at the 4‐cell stage. To further investigate whether circRNA‐1572 KD simultaneously affects ZGA, we analyzed key marker genes related to pig ZGA. Compared with the NC group, KD of circRNA‐1572 via Si‐circRNA‐1572 significantly decreased *EIF1A*, *DPPA2*, and *ZSCAN4* mRNA levels in 4‐cell embryos (Figure 2f). Additionally, the 5‐ethynyl uridine (EU) RNA incorporation assay revealed a significant decrease in EU incorporation in KD embryos, indicating a substantial reduction in transcription during ZGA (Figure 2g). These findings suggest that KD of circRNA‐1572 arrests pig IVF embryo development and inhibits ZGA.

### 2.4 Sperm‐Derived CircRNA‐1572 Exerts Targeted Regulation on Bta‐miR‐2478‐L‐2 Through Sponge Adsorption

Computational predictions using TargetScan and MiRanda software identified 14 miRNAs as potential targets of circRNA‐1572. Among these, bta‐miR‐2478‐L‐2, mmu‐miR‐3968‐L‐3‐1ss14AT, ssc‐miR‐125a‐R‐1, and ssc‐miR‐125b ranked among the top four in relative expression levels in PN embryos as determined by miRNA library analysis. Both bta‐miR‐2478‐L‐2 and mmu‐miR‐3968‐L‐3‐1ss14AT were predicted to share the same binding site (site 1) with circRNA‐1572, while ssc‐miR‐125a‐R‐1 and ssc‐miR‐125b were predicted to share another binding site (site 2) (**Figure** **3**a). Further, a regulatory network diagram of circRNA‐1572 was constructed based on these findings (Figure 3b).

**Figure 3:**
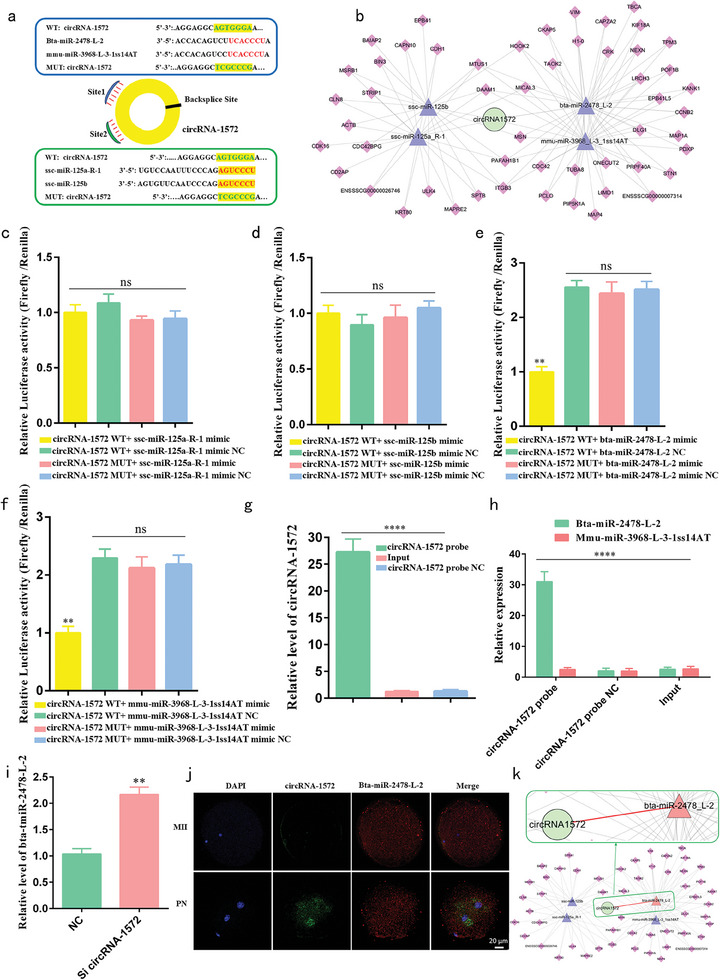
Sperm‐derived circRNA‐1572 mediates targeted regulation of miR‐2478‐L‐2 through sponge adsorption. a) Predicted binding sites of four miRNAs (bta‐miR‐2478‐L‐2, mmu‐miR‐3968‐L‐3‐1ss14AT, ssc‐miR‐125a‐R‐1, and ssc‐miR‐125b) on circRNA‐1572. b) Network diagram of the circRNA‐1572 – miRNA – mRNA interactions. c–f) Luciferase activity analysis upon co‐transfection of mimic or mimic NC of the four miRNAs with the circRNA‐1572‐WT or circRNA‐1572‐MUT plasmids. g, h) RNA pulldown assay showing significant enrichment of circRNA‐1572 and bta‐miR‐2478‐L‐2 in the biotin‐labeled circRNA‐specific probe group. i) Relative expression of bta‐miR‐2478‐L‐2 after downregulation of circRNA‐1572 expression. j) In situ hybridization of circRNA‐1572 and bta‐miR‐2478‐L‐2 in porcine MII oocytes and PN embryos (2 pronuclei) (*n* ≥ 10 for each group, scale bar = 20 µm). h) Network diagram of the circRNA‐1572 – bta‐miR‐2478‐L‐2. The data are presented as mean ± SEM from at least three independent experiments. **p < 0.01, ****p < 0.0001, ns: not significant.

To confirm the interactions between circRNA‐1572 and its target miRNAs, luciferase reporter assays were performed. Fragments containing binding sites 1 and 2 from circRNA‐1572, as well as the corresponding mutated sites, were inserted downstream of the luciferase coding region. Co‐transfection of mimic or mimic NC of the four miRNAs with circRNA‐1572‐wild‐type (WT) or circRNA‐1572‐mutant (MUT) into porcine fibroblasts showed that, compared with mimic NC, co‐transfection of circRNA‐1572‐WT with bta‐miR‐2478‐L‐2 mimic and mmu‐miR‐3968‐L‐3‐1ss14AT mimic significantly reduced luciferase reporter gene activity (Figure 3c–f).

Additionally, RNA pulldown assays were performed using biotin‐labeled circRNA‐specific probes. Notably, specific enrichment of circRNA‐1572 (Figure 3g) and bta‐miR‐2478‐L‐2 was observed in the circRNA‐1572 probe group (upregulated 27.33 and 32.6 times, respectively), whereas miR‐3968‐L‐3‐1ss14AT was not detected (Figure 3h). Additionally, KD of circRNA‐1572 significantly increased the relative expression of bta‐miR‐2478‐L‐2 at the 4‐cell stage (Figure 3i). Subsequently, based on the circRNA‐1572 sequence and structure, we designed RNA FISH probes and performed FISH localization detection. Notably, circRNA‐1572, transmitted into the oocyte by sperm, exhibited cytoplasmic localization in porcine IVF PN embryos, while it was not detected in MII oocytes. Furthermore, there are some co‐localizations of circRNA‐1572 and bta‐miR‐2478‐L‐2 in the cytoplasm of PN embryos (Figure 3j). Therefore, all these results collectively indicate that circRNA‐1572 targets bta‐miR‐2478‐L‐2(Figure 3k).

### 2.5 Sperm‐Derived CircRNA‐1572 Targets and Regulates CCNB2 via Bta‐miR‐2478‐L‐2

Target genes of bta‐miR‐2478‐L‐2 were predicted using TargetScan and MiRanda software. Considering the embryonic developmental arrest, we hypothesized that CCNB2 may be involved. The 3ʹ untranslated region (3ʹ UTR) of *CCNB2* harbors two identical binding sites for bta‐miR‐2478‐L‐2 (**Figure** **4**a). Subsequently, we constructed WT and MUT luciferase reporter plasmids containing these binding sites and performed dual‐luciferase assays. Notably, co‐transfection of WT and bta‐miR‐2478‐L‐2 mimics significantly reduced luciferase activity (Figure 4b). Moreover, qPCR and western blotting results demonstrated that microinjection of bta‐miR‐2478‐L‐2 mimic or inhibitor significantly downregulated or upregulated, respectively, the mRNA (Figure 4c) and protein levels of CCNB2 at the 4‐cell stage (Figure 4d), affirming *CCNB2* as a direct target of bta‐miR‐2478‐L‐2. Furthermore, *CCNB2* KD via Si‐*CCNB2* or bta‐miR‐2478‐L‐2 overexpression via the mimic resulted in a significant increase in the proportion of embryos arrested at the 2‐cell and 4‐cell stages (Figure 4e), along with notable downregulation of ZGA marker genes *EIF1A*, *DPPA2*, and *ZSCAN4* mRNA levels (Figure 4f) and a notable reduction in the newly generated RNA at the 4‐cell stage (Figure 4g). Furthermore, co‐injection of bta‐miR‐2478‐L2 mimic and *CCNB2* mRNA alleviated this condition, approaching the NC group's trend. In conclusion, bta‐miR‐2478‐L‐2 negatively modulates early cleavage and ZGA in porcine IVF embryos by targeting *CCNB2*.

**Figure 4:**
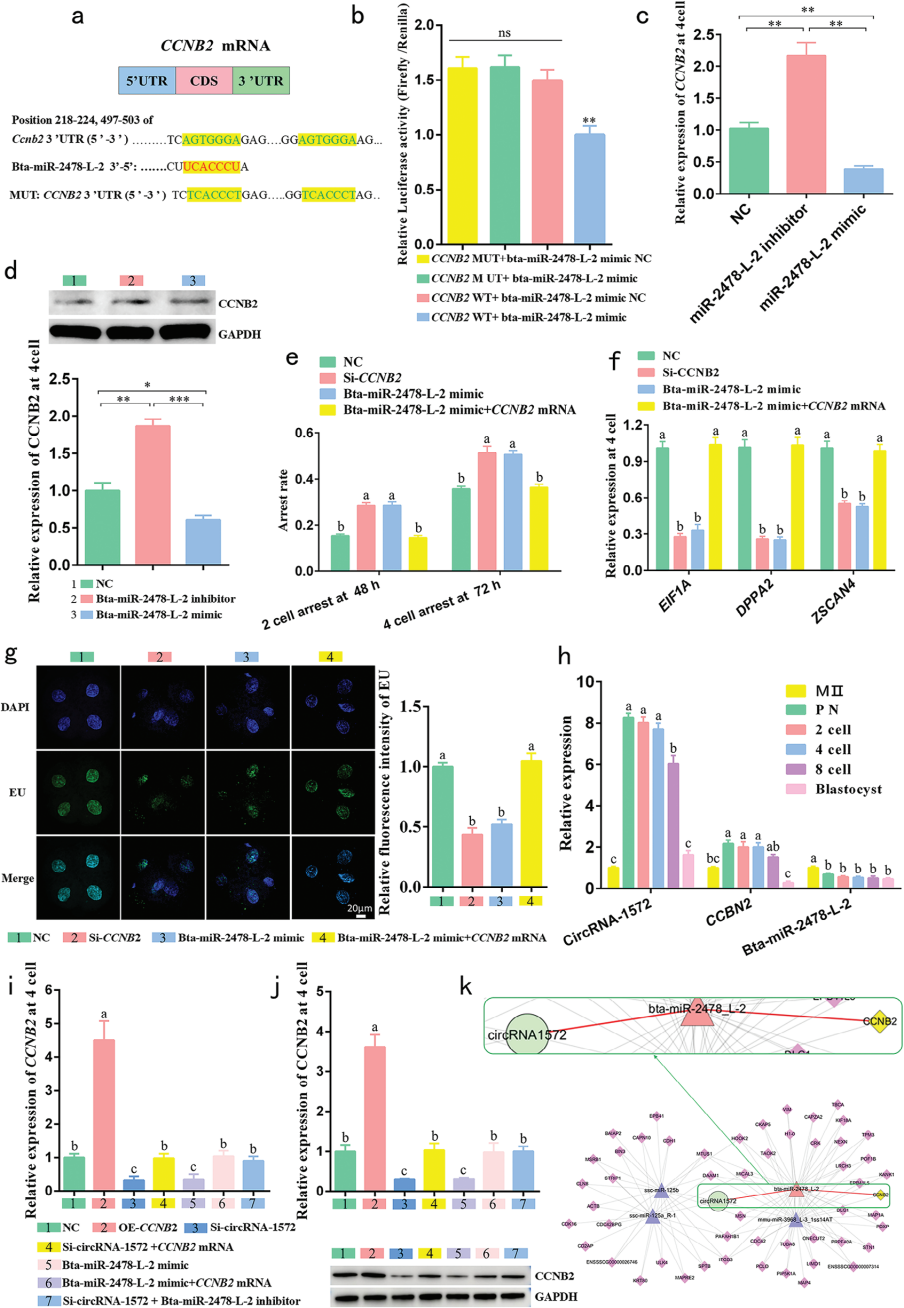
Sperm‐derived circRNA‐1572 regulates *CCNB2* by targeting bta‐miR‐2478‐L‐2. a) Schematic representation of the binding sites between *CCNB2* 3ʹ UTR and bta‐miR‐2478‐L‐2. b) Luciferase activity analysis upon co‐transfection of bta‐miR‐2478‐L‐2 mimic or mimic NC with the *CCNB2*‐WT or *CCNB2*‐MUT plasmids. c, d) Analysis of *CCNB2* mRNA (each group comprised 30 embryos) and CCNB2 protein (each group comprised 200 embryos) expression levels at 4‐cell after injection of bta‐miR‐2478‐L‐2 mimic (overexpression group) and bta‐miR‐2478‐L‐2 inhibitor (inhibition group). e) Embryonic arrest at the 2‐ and 4‐cell stages after injection of bta‐miR‐2478‐L‐2 mimic, Si‐*CCNB2* (KD group). f) Relative expression of genes (*EIF1A, DPPA2*, and *ZSCAN4*) associated with porcine zygotic genome activation upon injection of bta‐miR‐2478‐L‐2 mimic, Si‐*CCNB2* and co‐injection of bta‐miR‐2478‐L2 mimic and *CCNB2* mRNA. g) Incorporation of EU at the 4‐cell stage after injection of Si‐*CCNB2*, bta‐miR‐2478‐L‐2 mimic and co‐injection of bta‐miR‐2478‐L2 mimic + *CCNB2* mRNA (*n* ≥6 for each group, scale bar = 20 µm). h) Relative expression of circRNA‐1572, bta‐miR‐2478‐L‐2, and *CCNB2* at different stages of IVF early embryos (1‐, 2‐, 4‐, 8‐cell, and blastocyst). i, j) Analysis of *CCNB2* mRNA and protein expression levels at 4‐cell after injection of *CCNB2* mRNA, Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, co‐injection of Si‐circRNA‐1572 + CCNB2 mRNA, co‐injection of bta‐miR‐2478‐L‐2 mimic + *CCNB2* mRNA and co‐injection of Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor. (K) Network diagram of the circRNA‐1572 – bta‐miR‐2478‐L‐2 –*CCNB2*. The data are presented as mean ± SEM from at least three independent experiments. *p < 0.05, **p < 0.01, different lowercase letters (a, b, and c) indicate significant difference between groups, *p* < 0.05, ns: not significant.

To further investigate the interplay between circRNA‐1572, bta‐miR‐2478‐L‐2, and *CCNB2*, we assessed their relative expression levels at different stages from MII to blastocyst embryos using qPCR. Notably, the endogenous levels of *CCNB2* significantly increased with circRNA‐1572 from the MII stage to the PN stage, maintained high levels until the 8‐cell stage, and then significantly decreased in the blastocyst stage, whereas the trend of bta‐miR‐2478‐L‐2 was inversely correlated (Figure 4h). Subsequently, in the Western blot analyses, compared to the NC, both mRNA and protein at the 4 cell stage levels of CCBN2 significantly decreased in the injection of Si‐circRNA‐1572 and bta‐miR‐2478‐L‐2 mimic groups, while a marked increase was observed in the injection *CCNB2* mRNA group, whereas in the Si‐circRNA‐1572 + *CCNB2* mRNA, bta‐miR‐2478‐L‐2 mimic + *CCNB2* mRNA, and si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor groups, the mRNA (Figure 4i) and protein (Figure 4j) levels of CCBN2 rose to a level comparable to that of the NC group. Therefore, circRNA‐1572 regulates *CCNB2* through bta‐miR‐2478‐L‐2 during early porcine embryonic development (Figure 4k).

### 2.6 The Suppression of Bta‐miR‐2478‐L‐2 by CircRNA‐1572 is Essential for Preimplantation Development in Porcine IVF Embryos

To investigate the impact of circRNA‐1572 and bta‐miR‐2478‐L‐2 on the developmental potential of porcine IVF embryos, the blastocyst rate was calculated on the seventh day post‐fertilization. Our findings revealed that, compared to the 29.3% blastocyst rate observed in the NC group, both circRNA‐1572 KD and bta‐miR‐2478‐L‐2 overexpression significantly decreased the blastocyst formation rate to 15.7% and 14.8%, respectively (*p* < 0.05). Importantly, supplementary mRNA of *CCNB2* successfully rescued this phenotype, resulting in a blastocyst rate of 26.7%, 28.1%, 26.6% in the Si‐circRNA‐1572 + *CCNB2* mRNA, bta‐miR‐2478‐L‐2+ *CCNB2* mRNA and Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor group, respectively (**Figure** **5**a).

**Figure 5:**
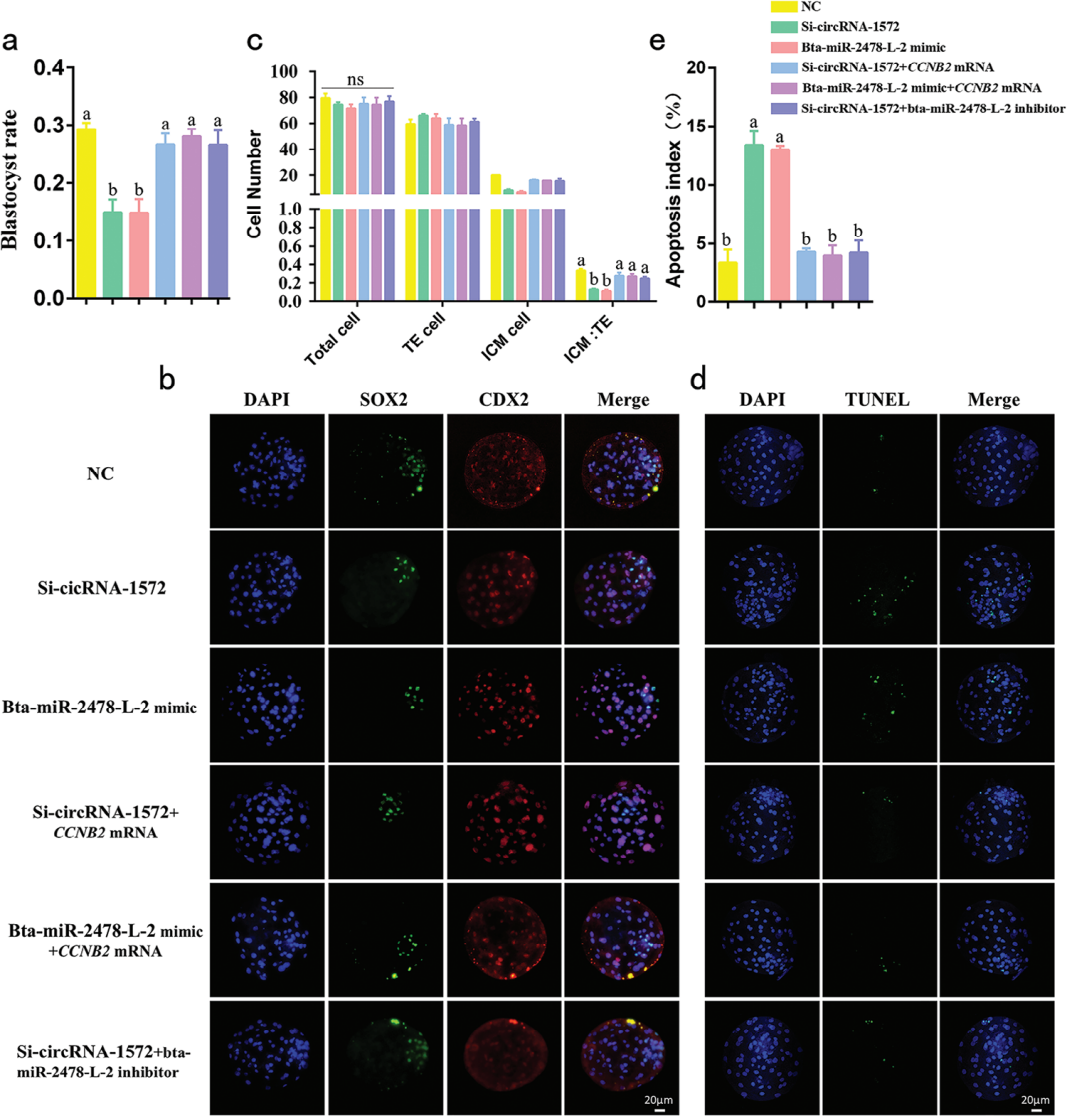
Sperm‐derived circRNA‐1572 regulates the early embryonic developmental potential by targeting *CCNB2* via bta‐miR‐2478‐L‐2. a) Blastocyst formation rates of IVF embryos after injection of Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, Si‐circRNA‐1572 + CCNB2 mRNA, bta‐miR‐2478‐L‐2+ CCNB2 mRNA, Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor, and NC (NC group: *n* = 163, Si‐circRNA‐1572 group: *n* = 171, bta‐miR‐2478‐L‐2 mimic group: *n* = 159, Si‐circRNA‐1572 + CCNB2 mRNA group: *n* = 155, bta‐miR‐2478‐L‐2+ CCNB2 mRNA group: *n* = 167, Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor group: *n* = 146). b, c) Cell lineage staining and IVF blastocyst analysis after injection of Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, Si‐circRNA‐1572 + CCNB2 mRNA, bta‐miR‐2478‐L‐2+ CCNB2 mRNA, Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor, and NC (*n* ≥ 6 for each group, scale bar = 20 µm). d, e) Apoptosis staining and analysis of IVF blastocysts after injection of Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, Si‐circRNA‐1572 + CCNB2 mRNA, bta‐miR‐2478‐L‐2 mimic+ CCNB2 mRNA, Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor, and NC (*n* ≥ 10 for each group, scale bar = 20 µm). The data are presented as mean ± SEM from at least three independent experiments. Different lowercase letters a, b) indicate significant difference between groups, *p* < 0.05, ns: not significant.

Differential staining of blastocysts can be used to assess blastocyst quality, where higher total cell numbers or higher inner cell mass (marked with SOX2)/trophectoderm (marked with CDX2) (ICM/TE) ratios indicate better‐quality blastocysts. The results showed no significant differences in the total cell number among the groups, all exhibiting initial differentiation of the ICM and TE. However, the ICM/TE ratio was higher in the NC group (*p* < 0.05), whereas it was significantly lower in the circRNA‐1572 KD and bta‐miR‐2478‐L‐2 overexpression groups. Importantly, this effect was alleviated after the supplementary mRNA of CCNB2 as shown in the Si‐circRNA‐1572 + CCNB2 mRNA, bta‐miR‐2478‐L‐2+ CCNB2 mRNA and Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor group (Figure 5b,c). Subsequently, apoptotic DNA fragmentation was assessed via the TUNEL assay to evaluate the quality of blastocysts, and results showed that, compared to the 3.4% apoptosis index observed in the NC group, both circRNA‐1572 KD and bta‐miR‐2478‐L‐2 overexpression significantly increased the apoptosis index to 13.3% and 13.2%, respectively (*p* < 0.05). Importantly, supplementary mRNA of CCNB2 successfully rescued this phenotype, resulting in an apoptosis index of 4.3%, 4.0%, 4.2% in the Si‐circRNA‐1572 + CCNB2 mRNA, bta‐miR‐2478‐L‐2+ CCNB2 mRNA and Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor group, respectively (Figure 5d,e). Therefore, circRNA‐1572 plays a pivotal role in the quality and potential of porcine IVF embryos by suppressing bta‐miR‐2478‐L‐2.

### 2.7 CircRNA‐1572 Regulates F‐Actin Distribution and Chromosome Segregation During the Initial Cleavages in Porcine IVF Embryos by Targeting CCNB2 via miR‐2478‐L‐2

Based on the crucial role of CCNB2 in mitosis and meiosis across various cell types, we hypothesized that the circRNA‐1572–bta‐miR‐2478‐L‐2–*CCNB2* axis regulates early cleavages in porcine IVF embryos, thereby affecting early embryonic development. Accordingly, we evaluated the expression, distribution, and morphology of CCNB2, F‐actin, and microtubules in early porcine IVF embryos. Immunofluorescence staining revealed that, in the NC group, CCNB2 was evenly distributed in the cytoplasm, with increasing fluorescence intensity from the PN to the 4‐cell stage (**Figure** **6**a,b). F‐actin filaments are evenly and densely distributed in the cytoplasm outside the nucleus (9/10) (Figure 6a, first row). In the Si‐circRNA‐1572 (Figure 6a, second row, circRNA‐1572 KD) and bta‐miR‐2478‐L‐2 mimic (Figure 6a, third row, bta‐miR‐2478‐L‐2 overexpression) groups, the fluorescence intensity of CCNB2 was significantly reduced at the 2‐ and 4‐cell stages. F‐actin filaments exhibited uneven and rough filamentous structures scattered outside the nucleus (7/9). Importantly, co‐injection of Si‐circRNA‐1572 + CCNB2 mRNA (Figure 6a, fourth row), co‐injection of bta‐miR‐2478‐L‐2 mimic + CCNB2 mRNA (Figure 6a, fifth row) and co‐injection Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor (Figure 6a, sixth row) alleviated this effect in the majority of embryos (6/9, 7/9, 6/8, respectively). Additionally, during the metaphase of the first mitosis in porcine IVF embryos, the embryos in the Si‐circRNA‐1572 and bta‐miR‐2478‐L‐2 mimic groups displayed a distorted microtubule morphology and asymmetric bipolar spindles with atypical “spindle” shapes, and the chromosomes were dispersed and scattered on an equatorial plate (6/9 and 7/9, Figure 6c, second, third row, respectively). Further, co‐injection of Si‐circRNA‐1572 + CCNB2 mRNA (Figure 6c, fourth row), co‐injection of bta‐miR‐2478‐L‐2 mimic + CCNB2 mRNA (Figure 6c, fifth row) and co‐injection Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor (Figure 6c, sixth row) alleviated this effect in the majority of embryos (7/10, respectively). Therefore, circRNA‐1572 modulates F‐actin distribution and chromosome segregation during early embryonic cleavages by targeting *CCNB2* through bta‐miR‐2478‐L‐2, thereby influencing the cell cycles in IVF embryos.

**Figure 6:**
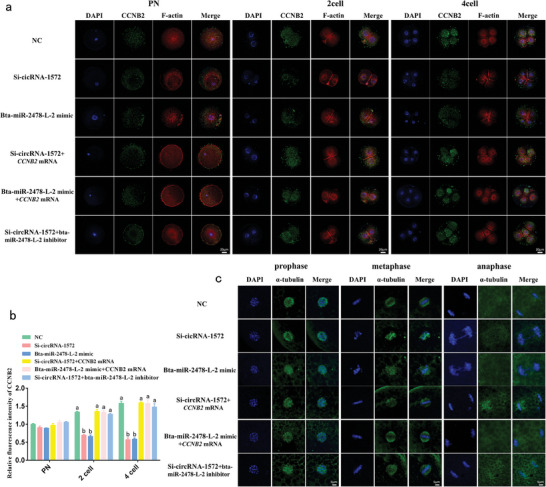
Sperm‐derived circRNA‐1572 regulates F‐actin distribution and chromosome segregation during early embryogenesis in porcine IVF embryos by targeting *CCNB2* via miR‐2478‐L‐2. a) Distribution of CCNB2 and F‐actin in the pronuclear (PN,1 pronuclear), 2‐, and 4‐cell embryos after injection of Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, co‐injection of Si‐circRNA‐1572 + CCNB2 mRNA, co‐injection of bta‐miR‐2478‐L‐2 mimic + CCNB2 mRNA, co‐injection Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor, and NC (n≥9 for each group, scale bar = 20 µm). b) Fluorescence intensity analysis of CCNB2. c)Following the injection of Si‐circRNA‐1572, bta‐miR‐2478‐L‐2 mimic, co‐injection of si‐circRNA‐1572 + CCNB2 mRNA, co‐injection of bta‐miR‐2478‐L‐2 mimic + CCNB2 mRNA, co‐injection of Si‐circRNA‐1572 + bta‐miR‐2478‐L‐2 inhibitor and NC, the dynamic changes of chromosomes and microtubules were assessed during the early stages of the first cleavage in porcine IVF embryos (a: prophase, b: metaphase, c: anaphase; *n* ≥ 9 for each group, scale bar = 5 µm). The data are presented as mean ± SEM from at least three independent experiments. different lowercase letters (a, b) indicate significant difference between groups, *p* < 0.05, ns: not significant.

### 2.8 Transcriptome Analysis Revealed the Involvement of CCNB2 in Maternal Transcripts Degradation and ZGA During Porcine Embryogenesis

To further explore the mechanism underlying CCNB2 involvement in porcine ZGA, we collected normal (NC group) porcine IVF 2‐ and 4‐cell embryos as well as 2‐ and 4‐cell embryos injected with Si‐*CCNB2* (KD group) for SMART‐seq and analysis. Pearson correlation analysis revealed a high degree of correlation among the three samples of NC group 2‐ and 4‐cell embryos, as well as KD group 2‐ and 4‐cell embryos (**Figure** **7**a). Notably, compared to the NC 2‐cell stage, the gene expression pattern significantly increased in NC embryos at the 4‐cell stage, with 2970 upregulated and only 222 downregulated genes (Figure 7b,c). GO enrichment analysis revealed that the differential genes were mainly involved in the regulation of RNA polymerase II transcription, DNA template transcription regulation, and positive regulation of RNA polymerase II transcription (encircled by a red box, Figure 7d). KEGG enrichment analysis demonstrated that the differential genes were mainly related to ribosomes, ribosome biogenesis in eukaryotes, and RNA polymerase (Figure S2a, Supporting Information), indicating that extensive transcription commences at the 4‐cell stage, consistent with porcine ZGA.

**Figure 7:**
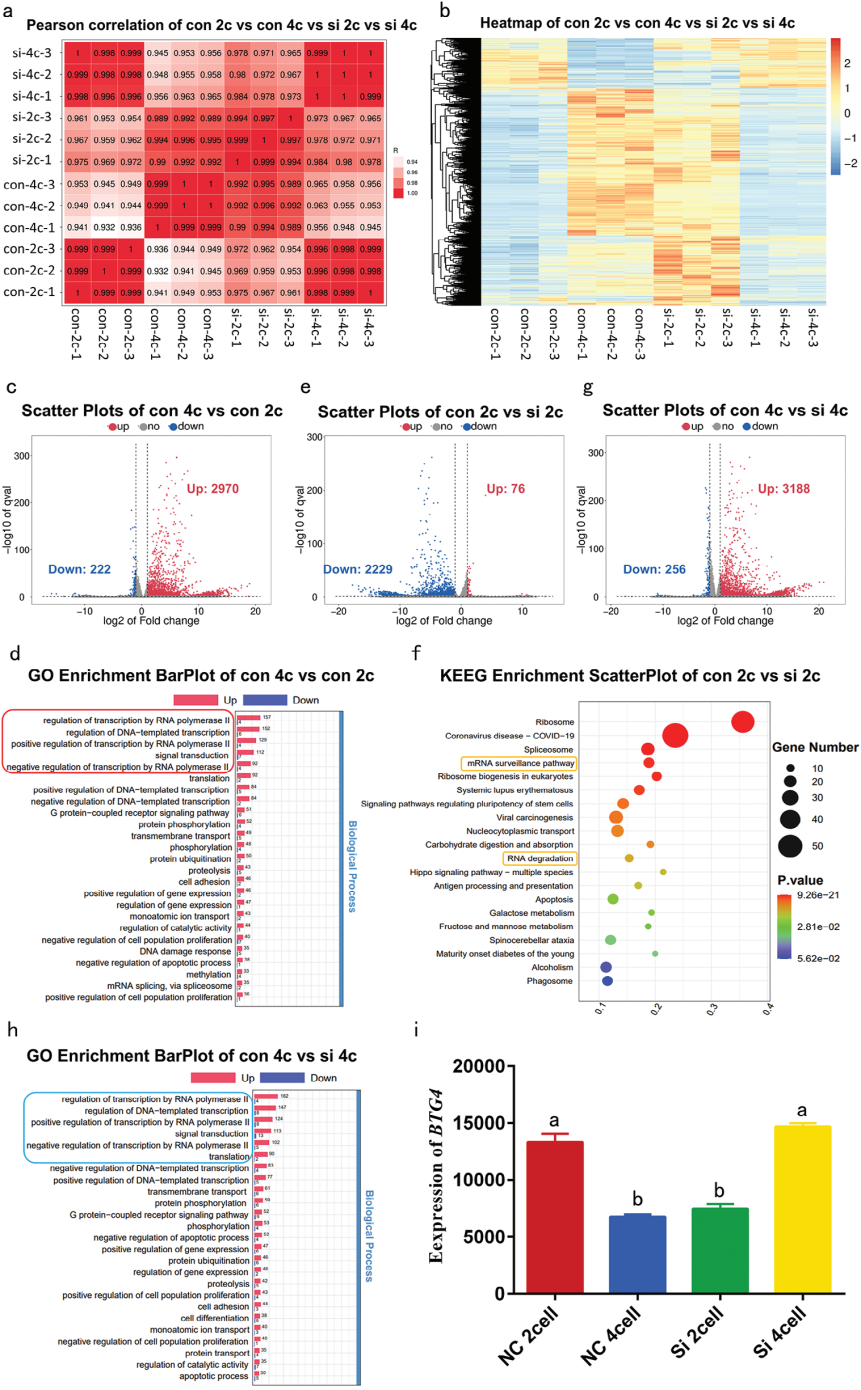
The Smart‐seq analysis revealed the involvement of CCNB2 in maternal mRNA degradation and zygotic genome activation during early porcine embryonic development. a) Pearson correlation analysis of the IVF 2‐ and 4‐cell embryos (NC group) and Si‐*CCNB2*‐injected 2‐ and 4‐cell embryos (KD group). b) Heatmap of differentially expressed genes in the 2‐ and 4‐cell embryos from the NC group and the KD group. c, e, j) Scatter plots showing the upregulated and downregulated gene expression in the 2‐ and 4‐cell embryos from the NC group, 2‐cell embryos from the NC group and the KD group, and 4‐cell embryos from the NC group and the KD group, with genes showing more than a twofold decrease or increase highlighted in blue and red, respectively. d) GO analyses of differentially expressed genes in the 2‐ and 4‐cell embryos from the NC group. f) KEGG analyses of differentially expressed genes in the 2‐cell embryos from the NC and KD groups. h) GO analyses of differentially expressed genes in the 4‐cell embryos from the NC and KD groups. i) Relative expression levels of circRNA‐1572 in NC group 2‐cell,4cell, Si‐CCNB2 group 2‐cell and 4‐cell (from RNA‐seq data, the data are presented as mean ± SEM, different lowercase letters a, b) indicate significant difference between groups, *p* < 0.05.

Compared with the gene expression in the NC 2‐cell embryos, the KD 2‐cell embryos exhibited 76 (including *CCNB2*) downregulated genes and 2229 upregulated genes (**Figure** **7**b,e). Particularly, the number of upregulated genes in the KD group at the 2‐cell stage is significantly higher than the number of downregulated genes. GO enrichment analysis revealed that the upregulated genes were mainly involved in the nucleus, translation, and cytoplasmic ribosomes (Figure S2b, Supporting Information), while KEGG enrichment analysis showed that the differentially expressed genes were mainly related to mRNA surveillance pathway, and RNA degradation (encircled by the orange box, Figure 7f). Overall, these results suggest an impairment in maternal mRNA degradation and an accumulation of maternal mRNA in the KD group 2‐cell embryos, potentially leading to excessive translation of accumulated maternal mRNAs and consequent embryo division abnormalities.

**Figure 8:**
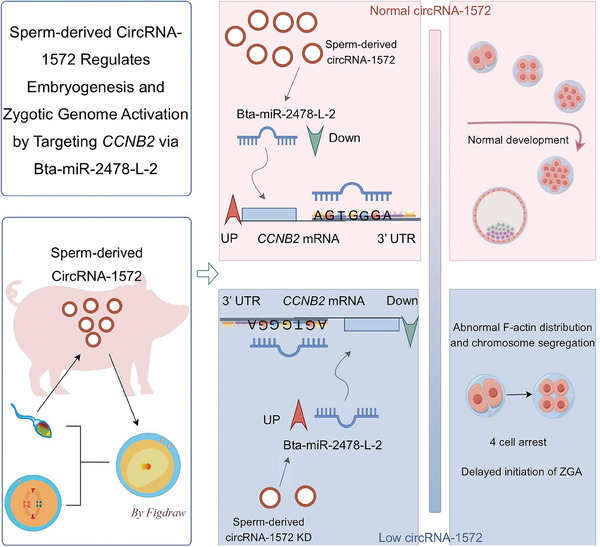
Model showing that sperm‐derived circRNA‐1572 regulates embryogenesis and zygotic genome activation by targeting *CCNB2* via bta‐miR‐2478‐L‐2.

Compared with the gene expression in the KD 4‐cell embryos, 3188 genes were upregulated (including *CCNB2* and the porcine ZGA marker genes *EIF1A* and *DPPA2*) and 256 genes were downregulated in the NC 4‐cell embryos (Figure 7b,g). Importantly, the gene expression profile of the KD 4‐cell embryos resembled that of the NC 2‐cell embryos, indicating a significantly higher overall transcription level in the NC group 4‐cell embryos than that of the KD group 4‐cell embryos. GO enrichment analysis revealed that the upregulated genes were mainly involved in the regulation of RNA polymerase II transcription, DNA template transcription regulation, and positive regulation of RNA polymerase II transcription (encircled by the blue box, Figure 7h), and KEGG enrichment analysis showed that the upregulated genes were mainly related to regulation of the actin cytoskeleton (encircled by the green box), ribosomes, and protein processing in the endoplasmic reticulum (Figure S2c, Supporting Information).

Noteworthily, *BTG4* (a mediator of mRNA clearance during the maternal‐to‐zygotic transition)^[^ ^33^, ^45^ ^]^ expression in the NC 2‐cell embryos was higher than that in both the NC 4‐cell embryos and Si‐*CCNB2* KD 2‐cell embryos, but comparable between the KD 4‐cell embryos and NC 2‐cell embryos (Figure 7i from RNA‐seq data). These results suggest that the NC group 2‐cell embryos underwent extensive degradation of maternal transcripts, resulting in a lower overall gene expression level, which was significantly increased at the 4‐cell stage, indicative of ZGA. In contrast, in the Si‐*CCNB2* KD group, the normal degradation of maternal transcripts was affected because of the significant reduction in CCNB2, leading to a higher overall gene expression level in 2‐cell embryos compared with the NC 2‐cell embryos, ultimately impeding ZGA in 4‐cell embryos.

## 3 Discussion

CircRNAs exhibit unique biological characteristics, such as widespread distribution, remarkable stability, and high specificity, enabling them to exert a crucial role in gene expression regulation. However, current knowledge regarding the function of circRNAs in mammalian embryonic development is still in its infancy, particularly regarding their interactions within complex regulatory networks alongside other sperm‐originating ncRNAs. Our study revealed that sperm‐derived circRNA‐1572 regulates early cleavages, ZGA, and embryonic developmental potential by acting as a “sponge” to adsorb bta‐miR‐2478‐L‐2 and target *CCNB2* in porcine IVF embryos (**Figure** **8**). This innovative exploration sheds light on the significant biological functions of circRNAs in early mammalian embryonic development and provides novel evidence on the role of sperm‐derived RNAs in maintaining and transmitting biological information across generations.

Spermatozoa after protamination contain both coding RNAs (mRNAs) and ncRNAs (such as miRNAs, lncRNAs, tRNAs, and circRNAs). The lack of transcriptional activity in the PN‐stage embryos may be responsible for the overall similarity in RNA expression profiles observed between MII oocytes and PN embryos in this study. Although previous studies have reported that sperm mRNA or ncRNA can directly enter oocytes to participate in embryonic development^[^ ^46^, ^47^, ^48^ ^]^ or indirectly influence early embryonic development through their involvement in epigenetic imprints,^[^ ^49^, ^50^ ^]^ these studies were restricted to only one or two types of samples, namely sperm, oocytes, or embryos. In contrast, our study stands out by simultaneously collecting three types of samples and rigorously selecting RNAs that were not expressed in oocytes but expressed in zygotes, and highly expressed in sperm. Initial research on sperm RNA mostly considered sperm RNA as a collective group (primarily miRNAs or tsRNAs), demonstrating their involvement in embryo development or the alteration of offspring phenotypes.^[^ ^51^, ^52^, ^53^ ^]^ However, subsequent studies have shown that individual RNAs (mainly mRNA, miRNA, or lncRNA) can also participate in embryonic development (such as regulating transcriptional activation, post‐transcriptional mRNA degradation and/or translation inhibition, or specific modifications) through unique regulatory mechanisms.^[^ ^54^, ^55^, ^56^, ^57^ ^]^ In accordance with this, we identified several porcine sperm‐specific miRNAs and circRNAs. qPCR results for six circRNAs in oocytes, sperm, and IVF embryos confirmed that circRNA‐1572, circRNA‐1892, and circRNA‐1881 are delivered into oocytes by sperm. In summary, our study, for the first time, revealed the significant role of sperm‐derived circRNAs in embryonic development compared with well‐known mRNAs, miRNAs, tsRNAs, and lncRNAs.

The abundance and stability of circRNAs, coupled with potential miRNA response elements within circRNAs, contribute to the “sponge” adsorption function of circRNAs for miRNAs, thereby playing significant roles in mammalian reproduction.^[^ ^58^, ^59^ ^]^ In this study, we identified, for the first time, sperm‐originated circRNA‐1572, which enters oocytes during fertilization. We hypothesize that the interaction between circRNA‐1572 and bta‐miR‐2478‐L‐2 in embryonic development is mediated through the “sponge” model, which was supported by subsequent experimental results. While research on the molecular regulatory mechanisms of circRNAs is ongoing, elucidating the mode of action in specific cell populations remains challenging due to difficulties in distinguishing circRNA from homologous linear RNA at multiple experimental levels. Nevertheless, the circular conformation endows circRNAs with significant regulatory potential for various biological activities. Unfortunately, due to the transcriptional pause in the fertilized egg before ZGA, overexpression plasmids of circRNA‐1572 cannot be efficiently expressed in the zygotes. Therefore, this study lacks relevant experiments on overexpressing circRNA‐1572 in parthenogenetic embryos or somatic cell nuclear transfer (SCNT) embryo models. However, as our additional data (Figure S4, Supporting Information) reveal, compared to IVF embryos, circRNA‐1572 is scarcely detected in parthenogenetic and SCNT embryos, and this further underscores the significance of sperm‐carried circRNA‐1572 in entering IVF embryos and its importance in the subsequent embryonic development. The widespread implementation of new cutting‐edge methods may facilitate studying or utilizing circRNAs in the future to explore the multifaceted mechanisms of circRNA regulation in embryonic development and disease occurrence.

The cytoskeleton is a complex network composed of microtubules, actin filaments, and intermediate filaments and it serves as a major component in embryonic morphogenesis.^[^ ^60^, ^61^, ^62^ ^]^ In early embryos, actin filaments and the microtubule system play a role in regulating spindle positioning, chromosome capture and separation, and cytoplasmic division.^[^ ^63^ ^]^ Increasing evidence supports a role for CCNB2 in mitosis, with studies showing its localization to kinetochores in HeLa cells and its interaction with MAD2 at the kinetochores to guide precise chromosome separation.^[^ ^64^ ^]^ Moreover, research has shown that the number of spindle pole misalignments in mouse embryonic fibroblast substantially increases compared with that in the equatorial plane during mid‐metaphase at high CCNB2 protein levels.^[^ ^65^ ^]^ Similarly, in our study, specific KD of sperm‐originated circRNA‐1572 significantly downregulated CCNB2 expression in porcine IVF embryos at the 2‐ and 4‐cell stages, leading to abnormal spindle formation and chromosomal mis‐segregation during the first mitotic division of zygotes and disorganized distribution of F‐actin in early embryos. Collectively, these findings support the role of CCNB2 in cell mitosis across various tissues. However, how CCNB2 participates in the mitotic signaling cascade during early mammalian embryo cleavage and whether it functions differently from its known roles in processes, such as kinetochore assembly, microtubule attachment, and separase activity, warrant further research and exploration.

It has been reported that the developmental arrest of mammalian in vitro embryos is often associated with ZGA,^[^ ^31^ ^]^ with the period of embryonic arrest aligning with the timing of ZGA.^[^ ^32^ ^]^ In many species, a major model for ZGA initiation is based on its regulation through changes in the ratio of nuclear to cytoplasmic components during the early cleavage cycles. The volume of embryos remains constant during the MZT, but the nuclear volume and nuclear content increase with each division cycle, a gradual increase in the nuclear‐to‐cytoplasmic ratio and subsequent early transcriptional activation.^[^ ^34^, ^45^ ^]^ Additionally, the normal cell cycle of embryos relies on the CDK1–Cyclin A/B‐mediated mitotic process.^[^ ^66^ ^]^ Interestingly, our results demonstrated that specific KD of sperm‐derived circRNA‐1572 and injection of bta‐miR‐2478‐L‐2 mimic downregulated *CCNB2* expression, resulting in arrest at the 2‐ and 4‐cell stage of porcine IVF embryos, leading to ZGA inhibition and compromised developmental potential of embryos. However, cell lineage staining of blastocysts revealed that targeted KD of circRNA‐1572 and injection of bta‐miR‐2478‐L‐2 mimic did not significantly alter the total cell number, but markedly reduced the ICM/TE ratio. This suggests that targeted KD of circRNA‐1572 appears to not affect the lineage differentiation and future placental formation of embryos, but rather impacts further fetal formation.

Moreover, in both humans and mice, BTG4 mediates maternal mRNA degradation by recruiting the CCR4–NOT complex to actively translated transcripts.^[^ ^67^ ^]^ Surprisingly, the results of our RNA‐seq revealed that *CCNB2* KD in the 2‐cell embryos led to delayed degradation of maternal transcripts and also delayed ZGA in the 4‐cell embryos, accompanied by downregulation of *BTG4*. Therefore, we inferred that the abnormal degradation of maternal mRNA caused by the specific KD of CCNB2 was closely associated with *BTG4* expression. This suggests that the pathway mediated by BTG4 for maternal mRNA clearance is highly conserved across mammals. Thus, the normal cell cycle (in which CCNB2 is involved), MRD, and ZGA during embryonic development are closely interconnected and mutually influential, and the complex and precise regulatory relationships among them, particularly the molecular functions of *CCNB2* and *BTG4* in the MZT, warrant further research. Overall, our study indicates that the regulatory pathway involving sperm‐derived circRNA‐1572 influences MRD, initiates ZGA, and ensures normal embryonic development.

In this study, we described previously undisclosed functions of sperm‐originated circRNAs during early IVF embryonic development. This study demonstrates that sperm‐derived circRNA‐1572 regulates early embryonic cleavages and ZGA in pigs through “sponge” adsorption of bta‐miR‐2478‐L‐2 targeting *CCNB2*. This regulation affects embryonic cleavages and ZGA, ultimately affecting early embryonic developmental potential. This study provides compelling evidence for the indispensable role of non‐DNA material in sperm in modulating early embryonic development, expanding our understanding of the initiation of individual life stages and epigenetic reprogramming regulation during early embryonic development. Further, our findings contribute to a deeper understanding of IVF technology and provide novel insights for improving technologies such as SCNT and parthenogenetic reproduction, which lack paternal genetic material. Additionally, this study demonstrates the pivotal contribution of paternal factors to embryonic development, thereby advancing our fundamental understanding of individual mammalian life forms.

## 4 Experimental Section

### Oocyte Collection and In Vitro Maturation (IVM)

Porcine follicular oocytes from Long White pigs were collected from ovarian follicles (3–8 mm in diameter) in postpubertal gilts suitable for breeding over 8 months old at a local slaughterhouse and transported to the laboratory at 38.5 °C in saline solution. The cumulus–oocyte complexes (COCs) were washed thrice with phosphate buffered saline (PBS) containing 5% fetal bovine serum (FBS, Gibco, BRL, Grand Island, NY, USA, A5669701). COCs with even cytoplasm and at least three layers of cumulus cells were selected for IVM. The culture medium for IVM comprised TCM‐199 bicarbonate buffer (Gibco, 11 150 059) with 1 mg mL^−1^ polyvinyl alcohol (PVA, Sigma‐Aldrich, USA, P8136), 1% (100×) insulin–transferrin–selenium (ITS, Gibco, 2 953 825), 0.91 mm sodium pyruvate (Sigma‐Aldrich, SLCJ1780), 3.05 mm glucose (Sigma‐Aldrich, G6152), 0.57 mm L‐cysteine (Sigma‐Aldrich, 168 149), 10 IU mL^−1^ equine chorionic gonadotropin (eCG, Ningbo Hormone Factory No.2, China, Cixi), 10 IU mL^−1^ human chorionic gonadotropin (HCG, Ningbo Hormone Factory No.2), 2.5 IU mL^−1^ follicle stimulating hormone (FSH, Ningbo Hormone Factory No.2), 40 ng mL^−1^ fibroblast growth factor 2 (FGF‐2, Sino Biological, Beijing, China, 10014‐HNAE), 20 ng mL^−1^ insulin‐like growth factor 1 (IGF‐1, Sino Biological,10598‐HNAE), 20 ng mL^−1^ leukemia inhibitory factor (LIF, Sino Biological, 14890‐HNAH), and 10 ng mL^−1^ epidermal growth factor (EGF, Gibco, PHG0311). Groups of 300 COCs were cultured in 3 mL medium in humidified air with 5% CO2 at 38.5 °C for 42–44 h.

### IVF and In Vitro Culture

In vitro fertilization was performed as previously described with some modifications.^[^ ^68^ ^]^ Groups of 30 COCs were transferred to 90 µL droplets of modified fertilization Tris‐buffered medium (mTBM) containing 10 mM Tris, 2 mg mL^−1^ bovine serum albumin (BSA, Sigma‐Aldrich, USA, A7030) and 2 mm caffeine. Fresh semen from Landrace boars aged 2 – 3 years purchased from the local breeding station and washed twice with TL‐HEPES (sperm washing solution) containing 2 mg mL^−1^ BSA. The sperm suspension was then added to PureSperm 40/80 (Nidacon, Sweden, Ps40‐100, Ps80‐100), balanced 3 h in advance for centrifugation, and the bottom sperm was washed with the sperm washing solution once. The supernatant was discarded, and the sperm was diluted with mTBM. Sperm activity was assessed on a cell counting plate before use, and 10 µL of sperm mTBM solution was added to the fertilization droplet. The final sperm concentration was 5 × 10^5^ sperm mL^−1^. After 6 h of COC/sperm co‐incubation, cumulus cells and sperm were vortexed for 4 min in PBS containing 5% Fetal Bovine Serum (FBS) and 0.1% (w/v) hyaluronidase (Sigma Aldrich, H3506) to remove cumulus cells and any excess surface sperm, and 50 fertilized oocytes with a second polar body were selected and transferred into 500 µL of porcine zygote medium 3 (PZM3), comprising 6.312 mg mL^−1^ NaCl (Sigma‐Aldrich, USA, S7653), 0.746 mg mL^−1^ KCl (Sigma‐Aldrich, P4504), 0.048 mg mL^−1^ KH2PO4 (Sigma‐Aldrich, P5655), 0.048 mg mL^−1^ MgSO4·7H2O (Sigma‐Aldrich, 63 138), 2.106 mg mL^−1^ NaHCO3 (Sigma‐Aldrich, S5761), 0.022 mg mL^−1^ sodium pyruvate (Sigma‐Aldrich, SLCJ1780), 0.617 mg mL^−1^ calcium lactate pentahydrate (Sigma‐Aldrich, C8356), 0.01 mL mL^−1^ (100×) glutamine (Sigma‐Aldrich, G6152), 0.546 mg mL^−1^ taurine (Sigma‐Aldrich, T8691), 0.02 mL mL^−1^ β‐mercaptoethanol (β‐ME, Sigma‐Aldrich, 63 689), 0.01 mL mL^−1^ minimum essential medium (MEM, Sigma‐Aldrich, 51411C), and 3 mg mL^−1^ BSA (Sigma‐Aldrich, USA, A7030). The oocytes were then cultured at 38.5 °C in 5% CO2 humidified air for subsequent microinjection, immunofluorescence staining, and RNA collection.

### Whole‐Transcriptome Sequencing and Analysis

The COCs were vortexed in PBS containing 5% FBS and 0.1% (w/v) hyaluronidase (hy, Sigma‐Aldrich, H3506) for 4 min to remove the cumulus cell contaminants. Total RNA was isolated and purified using Trizol reagent (ThermoFisher, 15 596 018) following the manufacturer's procedure from 10 000 porcine MII oocytes with no cumulus cells, mature purified fresh sperm of Large White boars (2‐to‐3‐year‐old), and 10000 PN embryos (18 h after the start of the IVF). The total RNA quantity and purity were analysis of Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA, 5067‐1511) with RIN number > 7.0. ≈5 µg of total RNA was used to deplete ribosomal RNA according to the manuscript of the Ribo‐Zero Gold rRNA Removal Kit (Illumina, cat. MRZG12324, SanDiego, USA). Then, the remaining RNA was fragmented using divalent cations (Mg^2^⁺ and Ca^2^⁺) under high temperature. The cleaved RNA fragments were then reverse‐transcribed into cDNA, which was then used to synthesize U‐labeled second‐stranded DNA with *Escherichia coli* DNA polymerase I, RNase H, and dUTP. An A‐base was added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T‐base overhang for ligating the adapter to the A‐tailed fragmented DNA. Single‐or dual‐index adapters were ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat‐labile UDG enzyme treatment of the U‐labeled second‐stranded DNAs, the ligated products were amplified by PCR using the following conditions: initial denaturation at 95 °C for 3 min; 8 cycles of denaturation at 98 °C for 15 s, annealing at 60 °C for 15 s, extension at 72 °C for 30 s, and final extension at 72 °C for 5 min. The average insert size for the final cDNA library was 300 bp (±50 bp). Sequencing was performed using an Illumina NovaSeq 6000 (LC Bio Technology Co, China) following the manufacturer's protocol. EdgeR was used for differential (using thresholds |log2foldchange| ≥ 1 and q < 0.05), GO, and KEGG analyses. Raw data of all samples were uploaded to the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (GSE288538 and GSE288539).

### Reverse Transcription and Quantitative Real‐Time PCR (qRT‐PCR)

Total RNA was isolated using TRIzol as previously described.^[^ ^69^ ^]^ A total of 1 µg of sperm RNA was incubated for 30 min at 37 °C with or without 3 U µg^−1^ RNase R (Epicentre Technologies, Wisconsin, USA, RNR071250) to verify the presence of circRNA, as previously described.^[^ ^70^ ^]^ For mRNA and circRNA, cDNA were synthesized using a PrimeScript II 1st Strand cDNA Synthesis Kit (Takara, Dalian, China, 6210A) from 1 µg of RNA and subsequently quantified using TB Green Premix Ex TaqII (Takara, RR820A). The miRNA cDNA was synthesized using a miRNA 1st StrandcDNA Synthesis Kit (by stem‐loop) (Vazyme, Nanjing, China, MR101‐01) and subsequently quantified using miRNA Universal SYBR qPCR Master Mix (Vazyme, MQ101). qRT‐PCR was performed following the manufacturer's instructions. Divergent primers were used to determine circRNA abundance. The relative expression of mRNA and circRNA were normalized to *GAPDH* and the relative expression of miRNA was normalized to *U6*. All primers used are listed in Tables S4–S6 (Supporting Information). The relative RNA expression levels were analyzed using the 2‐ΔΔCt method. All experiments were performed in triplicate.

### Microinjection

Microinjection was performed as previously described.^[^ ^71^ ^]^ The concentrations of double‐stranded Si‐circRNA‐1572, Si‐circRNA‐1892 (Ribobio, Guangzhou, China), Si‐CCNB2, bta‐miR‐2478‐L‐2 mimic, bta‐miR‐2478‐L‐2 inhibitor, in vitro transcribed mRNA of *CCNB2* (Sangon, Shanghai, China) and their respective negative control (NC) (Sangon, Shanghai, China) were adjusted to 20 µm for microinjection. All sequences are presented in Table S7 (Supporting Information). ≈2 µL of injection solution was loaded into a microinjection needle (Eppendorf, Hamburg, Germany). Embryos were transferred into PBS containing 0.2% PVA microdroplets and covered with mineral oil for injection 6 h after IVF initiation. Changes in the cytoplasm were closely monitored during the injection to ensure that the pulse pressure and injection volume of the experimental and NC groups were as consistent as possible. Injected embryos were then transferred into pre‐balanced PZM3 medium and cultured at 38.5 °C in 5% CO2 humidified air.

### Transfection of siRNA, Plasmids, and miRNA Mimics

CircRNA‐1572 specific siRNA and it's NC (designed and synthesized by RiboBio), overexpression plasmid for circRNA‐1572 (constructed by GeneSeed, Guangzhou, China), overexpression plasmid for *CCNB2* (constructed by Tsingke, Beijing, China), mmu‐mir‐3968‐l‐3‐1ss14AT, bta‐mir‐2478l‐2, ssc‐mir‐125a‐r‐1, and ssc‐mir‐125b mimics, and their respective NCs (designed and synthesized by Sangon) were transfected into fourth‐generation porcine fibroblasts (at a final concentration of 30 nm) using jetPRIME transfection reagent (Polyplus, 10 100 006, France) following the manufacturer's instructions. RNA and proteins were collected 36–48 h post‐transfection.

### Dual‐Luciferase Reporter Gene Assay

The predicted targets sequences of mmu‐miR‐3968‐L‐3‐1ss14AT, bta‐miR‐2478‐L‐2, ssc‐miR‐125a‐R‐1, and ssc‐miR‐125b in circRNA‐1572 and their corresponding mutations were designed and cloned into pSi‐Check2 along with luciferase reporter sequences as follows: downstream of the luciferase coding region, the 233‐bp circRNA‐1572 fragment containing the binding site 1 for mmu‐miR‐3968‐L‐3‐1ss14AT and bta‐miR‐2478‐L‐2 was inserted, which was called circRNA‐1572‐WT 1, and the luciferase plasmid containing the corresponding mutation sequence was called circRNA‐1572‐MUT 1. Additionally, downstream of the luciferase coding region, the 238‐bp circRNA‐1572 fragment containing the binding site 2 for ssc‐miR‐125a‐R‐1 and ssc‐miR‐125b was inserted, which was called circRNA‐1572‐WT 2, and the luciferase plasmid containing the corresponding mutation sequence was called circRNA‐1572‐MUT 2. Similarly, the predicted target sequences of bta‐miR‐2478‐L‐2 in the 3′ UTR of *CCNB2* (*CCNB2* WT) or its corresponding mutations (*CCNB2* MUT) were cloned into pSi‐Check2 along with luciferase reporter sequences.

The above luciferase reporter plasmids, mmu‐miR‐3968‐L‐3‐1ss14AT mimic, bta‐miR‐2478‐L‐2 mimic, ssc‐miR‐125a‐R‐1 mimic, and ssc‐miR‐125b mimic were co‐transfected into porcine fibroblasts (1 µg DNA and 30 nm miRNA mimics and NCs per well in a 12‐well plate). The luciferase reporter assay was performed using a Dual‐Luciferase Reporter Assay System kit (Promega, Madison, WI, USA, E1910) in accordance with the manufacturer's instructions to detect luciferase activity 48 h post‐transfection. The reporter activity was determined as the ratio of firefly luciferase activity to Renilla luciferase activity.

### Biotin‐Coupled Probe RNA Pulldown Assay

CircRNA‐1572 (GAAACCAACCTGGTATCTCT) and NC (GCTATGACGGAACAGGTATT) probes were designed and synthesized by RiboBio. A biotin‐coupled probe RNA pulldown assay was performed as previously described.^[^ ^72^, ^73^ ^]^ Briefly, following the manufacturer's instructions (Bersinbio, Guangzhou, China, Bes5103‐01), standard lysis buffer was used to lyse porcine fibroblasts overexpressing circRNA‐1572. The cell lysates were then incubated with streptavidin‐coated magnetic beads bound with biotin‐labeled circRNA‐1572 probe or NC probe at 37 °C for 3 h, followed by washing with the wash buffer. The mixture was incubated with proteinase K and lysis buffer at 55 °C for 1 h. Finally, the bound RNA was extracted and purified and reverse‐transcribed into cDNA, followed by the quantification of circRNA‐1572, mmu‐miR‐3968‐L‐31ss14A T, and bta‐miR‐2478‐L‐2 expression levels by q‐PCR.

### RNA‐Fluorescence In Situ Hybridization (FISH) Assay

The MII oocytes and PN embryos (18h) were incubated with 1% streptomycin protease (protease, Sigma‐Aldrich, P0652) for ≈1 min, followed by gentle pipetting to remove the zona pellucida. Subsequently, the embryos were washed 3 times with PBS. RNA FISH detection was performed according to previous studies^[^ ^73^, ^74^ ^]^ and the instructions provided in the GENESEED circRNA/miRNA in situ hybridization detection kit (GeneSeed, Guangzhou, China, H0105). Briefly, the zona‐free MII oocytes and PN embryos were fixed in 4% paraformaldehyde for 20 min at 25 °C and washed twice with PBS. Then, the samples were sequentially incubated at 25 °C with Solution A, B, C from the kit for 20, 15, and 15 min, respectively, and washed with PBS for 5 min each time, followed by a 15‐min incubation in 4% paraformaldehyde. The samples were then pre‐hybridized with 100 µL circRNA/miRNA Hybridization Buffer at 50 °C for 30 min and then transferred to droplets of hybridization buffer containing DIG‐labeled circRNA‐1572 and TYE563‐labeled bta‐miR‐2478‐L‐2 probes (QIAGEN, Germany) with a final probe concentration of 10 nm and hybridized overnight at 42 °C. The next day, the samples were washed with the kit's Washing Buffer at 42 °C for 2 min and 25 °C for 8 min. Subsequently, the samples were incubated with the kit's Blocking Buffer I for 1 h at 37 °C. The PBS‐washed samples were then incubated with anti‐Digoxin, FITC‐Conjugate under dark conditions at 25 °C for 2 h. After another PBS wash, the samples were stained with 4,6‐diamidino‐2‐phenylindole (DAPI) for 8 minutes to visualize the DNA. Finally, images were captured using a confocal microscope equipped with Airyscan 2 (Zeiss LSM 980).

### Immunofluorescence Staining of Embryos

The embryos were washed thrice with PBS containing 0.2% PVA (PBS/PVA) and fixed with 4% paraformaldehyde (Beyotime, Shanghai, China, P0098) in a culture dish overnight at 4 °C. After washing with PBS/PVA thrice for 5 min each, they were transferred into PBS/PVA containing 0.1% Triton X‐100 for permeabilization for 30 min at 25 °C. After washing, the embryos were incubated in Immunol Staining Blocking Buffer (Beyotime, P0102) for 3 h at room temperature. After washing, the embryos were incubated with anti‐CCNB2 (Abmart, Shanghai, China, TD9047S), phalloidin (Beyotime, C2203S), anti‐α‐tublin (abcam, England, ab52866), anti‐SOX2 (Cell Signaling Technology, USA, #3579), and anti‐CDX2 (BioGenex, USA, AM392‐5 m) overnight at 4 °C. After washing, the embryos were incubated with a secondary antibody (Alexa Fluor 488‐labeled goat anti‐rabbit IgG [1:500; Beyotime, A0423] and Alexa Fluor 555‐labeled donkey anti‐mouse IgG [1:500, Beyotime, A0460]) at 25 °C in the dark for 2 h. Subsequently, DNA was stained with DAPI (Beyotime, C1006) for 8 min. Finally, images were captured using a confocal microscope (Zeiss LSM 980 with Airyscan 2).

The Dead End colorimetric TUNEL system (Promega, G3250) was used to detect blastocyst apoptosis. The blastocysts were fixed overnight in 4% paraformaldehyde at 4 °C, permeabilized in 0.1% Triton X‐100 for 30 min at 25 °C, transferred into E buffer microdroplets at room temperature for 5 min, and incubated with FITC‐conjugated dUTP and terminal deoxynucleotidyl transferase at 37 °C for 1 h in the dark. To stop the reaction, 2× SSC (0.15 mol L^−1^ sodium chloride and 0.015 mol L^−1^ sodium citrate) was added, and the samples were allowed to stand for 15 min. The samples were then stained with DAPI at 25 °C in the dark for 8 min. The stained cells were observed under a confocal microscope (Zeiss LSM 980 with Airyscan 2).

EU incorporation assays were performed using BeyoClick EU‐488 (Beyotime, R0301S) to detect nascent RNA in 4‐cell embryos. Pig embryos at the 4‐cell stage (48 h post IVF initiation) were cultured in PZM3 containing 1 mm EU for 1 h prior to staining following the manufacturer's instructions. Images were captured using a confocal microscope (Zeiss LSM 980 with Airyscan 2).

### Western Blot

Western blot was performed as previously described,^[^ ^75^ ^]^ the total protein was extracted from porcine embryos (each group consisted of 200 embryos) or fibroblasts using RIPA lysis buffer containing a proteinase inhibitor (Beyotime, P10013). The protein were then boiled at 100 °C for 10 min. Proteins were separated using sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride (PVDF) membranes (Merck Millipore, USA). The PVDF membranes were then blocked using 5% nonfat milk and incubated with primary antibodies against CCNB2 (1:500, Abmart, TD9047S) at 4 °C overnight, followed by incubation with the corresponding secondary antibody(1:1000, Beyotime, A0208) at 37 °C for signaling detection. GAPDH served as the loading control. The gray values of the bands were calculated using the ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### SMART‐Seq

Normal porcine (Si‐CCNB2 NC group) IVF 2‐ and 4‐cell embryos, and 2‐ and 4‐cell embryos injected with Si‐CCNB2 (KD group) were collected (three sets of samples for each type of embryo, with 10 embryos in each set). RNA was extracted from the samples using a single‐cell SMART‐seq lysis buffer. A modified oligo(dT) primer (SMART CDS Primer) was used for the first‐strand synthesis reaction. When SMARTScribeTM (Invitrogen, cat. 639 537, USA) reverse transcriptase reaches the 5ʹ end of the mRNA, it adds a few additional nucleotides to the 3ʹ end of the cDNA through its terminal transferase activity. The carefully designed SMARTer oligonucleotide pairs with a non‐template nucleotide and creates an extended template to enable SMARTScribe RT to continue replicating to the end of the oligonucleotide. The resulting full‐length, single‐stranded (ss) cDNA contains the complete 5ʹ end of the mRNA as well as sequences that are complementary to the SMARTer oligonucleotide. sscDNA was amplified using LD PCR and sufficient dscDNA was obtained for library construction.

cDNA was fragmented by incubating with dsDNA fragmentase (NEB, M0348S) at 37 °C for 30 min. Library construction began with the construction of the fragmented cDNA. Blunt‐end DNA fragments were generated using a combination of fill‐in reactions and exonuclease activity, and the desired fragments were selected using the provided sample purification beads. An A‐base was then added to the blunt ends of each strand, indexed Y‐adapters were ligated to the fragments, and the ligated products were amplified using PCR. Next, we performed paired‐end sequencing on an Illumina NovaseqTM 6000 (LC Sciences, USA) following the manufacturer's protocol. DESeq2 was used for differential (using thresholds |log2foldchange| ≥ 1 and q < 0.05), GO, and KEGG analyses. Raw data of all samples were uploaded to the Gene Expression Omnibus (GEO) of the National Center for Biotechnology Information (GSE288540).

### Statistical Analysis

Data were averaged from at least three independent experiments. Statistical analyses were performed using GraphPad Prism 9.0. The data are presented as the mean ± standard error of the mean (SEM). An unpaired Student's t‐test was used to compare two groups, whereas a one‐way analysis of variance followed by Tukey's post‐hoc test was used to compare multiple groups. Statistical significance was set at asterisks (“*”*p* < 0.05, “**” *p* < 0.01, “***” *p* < 0.001, “****” *p* < 0.0001) or various lowercase letters (a, b, and c, *p* < 0.05), and with ns indicating not significant. Immunofluorescence intensity was quantified using the ImageJ software (National Institutes of Health). The mean gray value (mean) was calculated using the following formula: integrated density (IntDen) /area.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Y.W. and Y.W. contributed equally to this study. Y.W., Y.W., Y.W., and Y. Z. designed the experiments; Y.W., Y.W., Y.L., Y.D., H.L., X.W., and Z.W. performed the experiments; Y.W. analyzed the results and wrote the paper; Y.W., Y.W., and J.S. revised and proofread the paper.

## Supporting information

Supporting Information

Supporting Information

Supplemental Movie 1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Sperm‐Derived CircRNA‐1572 Regulates Embryogenesis and Zygotic Genome Activation by Targeting CCNB2 via Bta‐miR‐2478‐L‐2
**Source:** Adv Sci (Weinh). 2025 Mar 17;12(18):2414325. doi: 10.1002/advs.202414325
**Supplement:** Supplementary file 1 — Supporting Information

**Supporting figure 1**

**
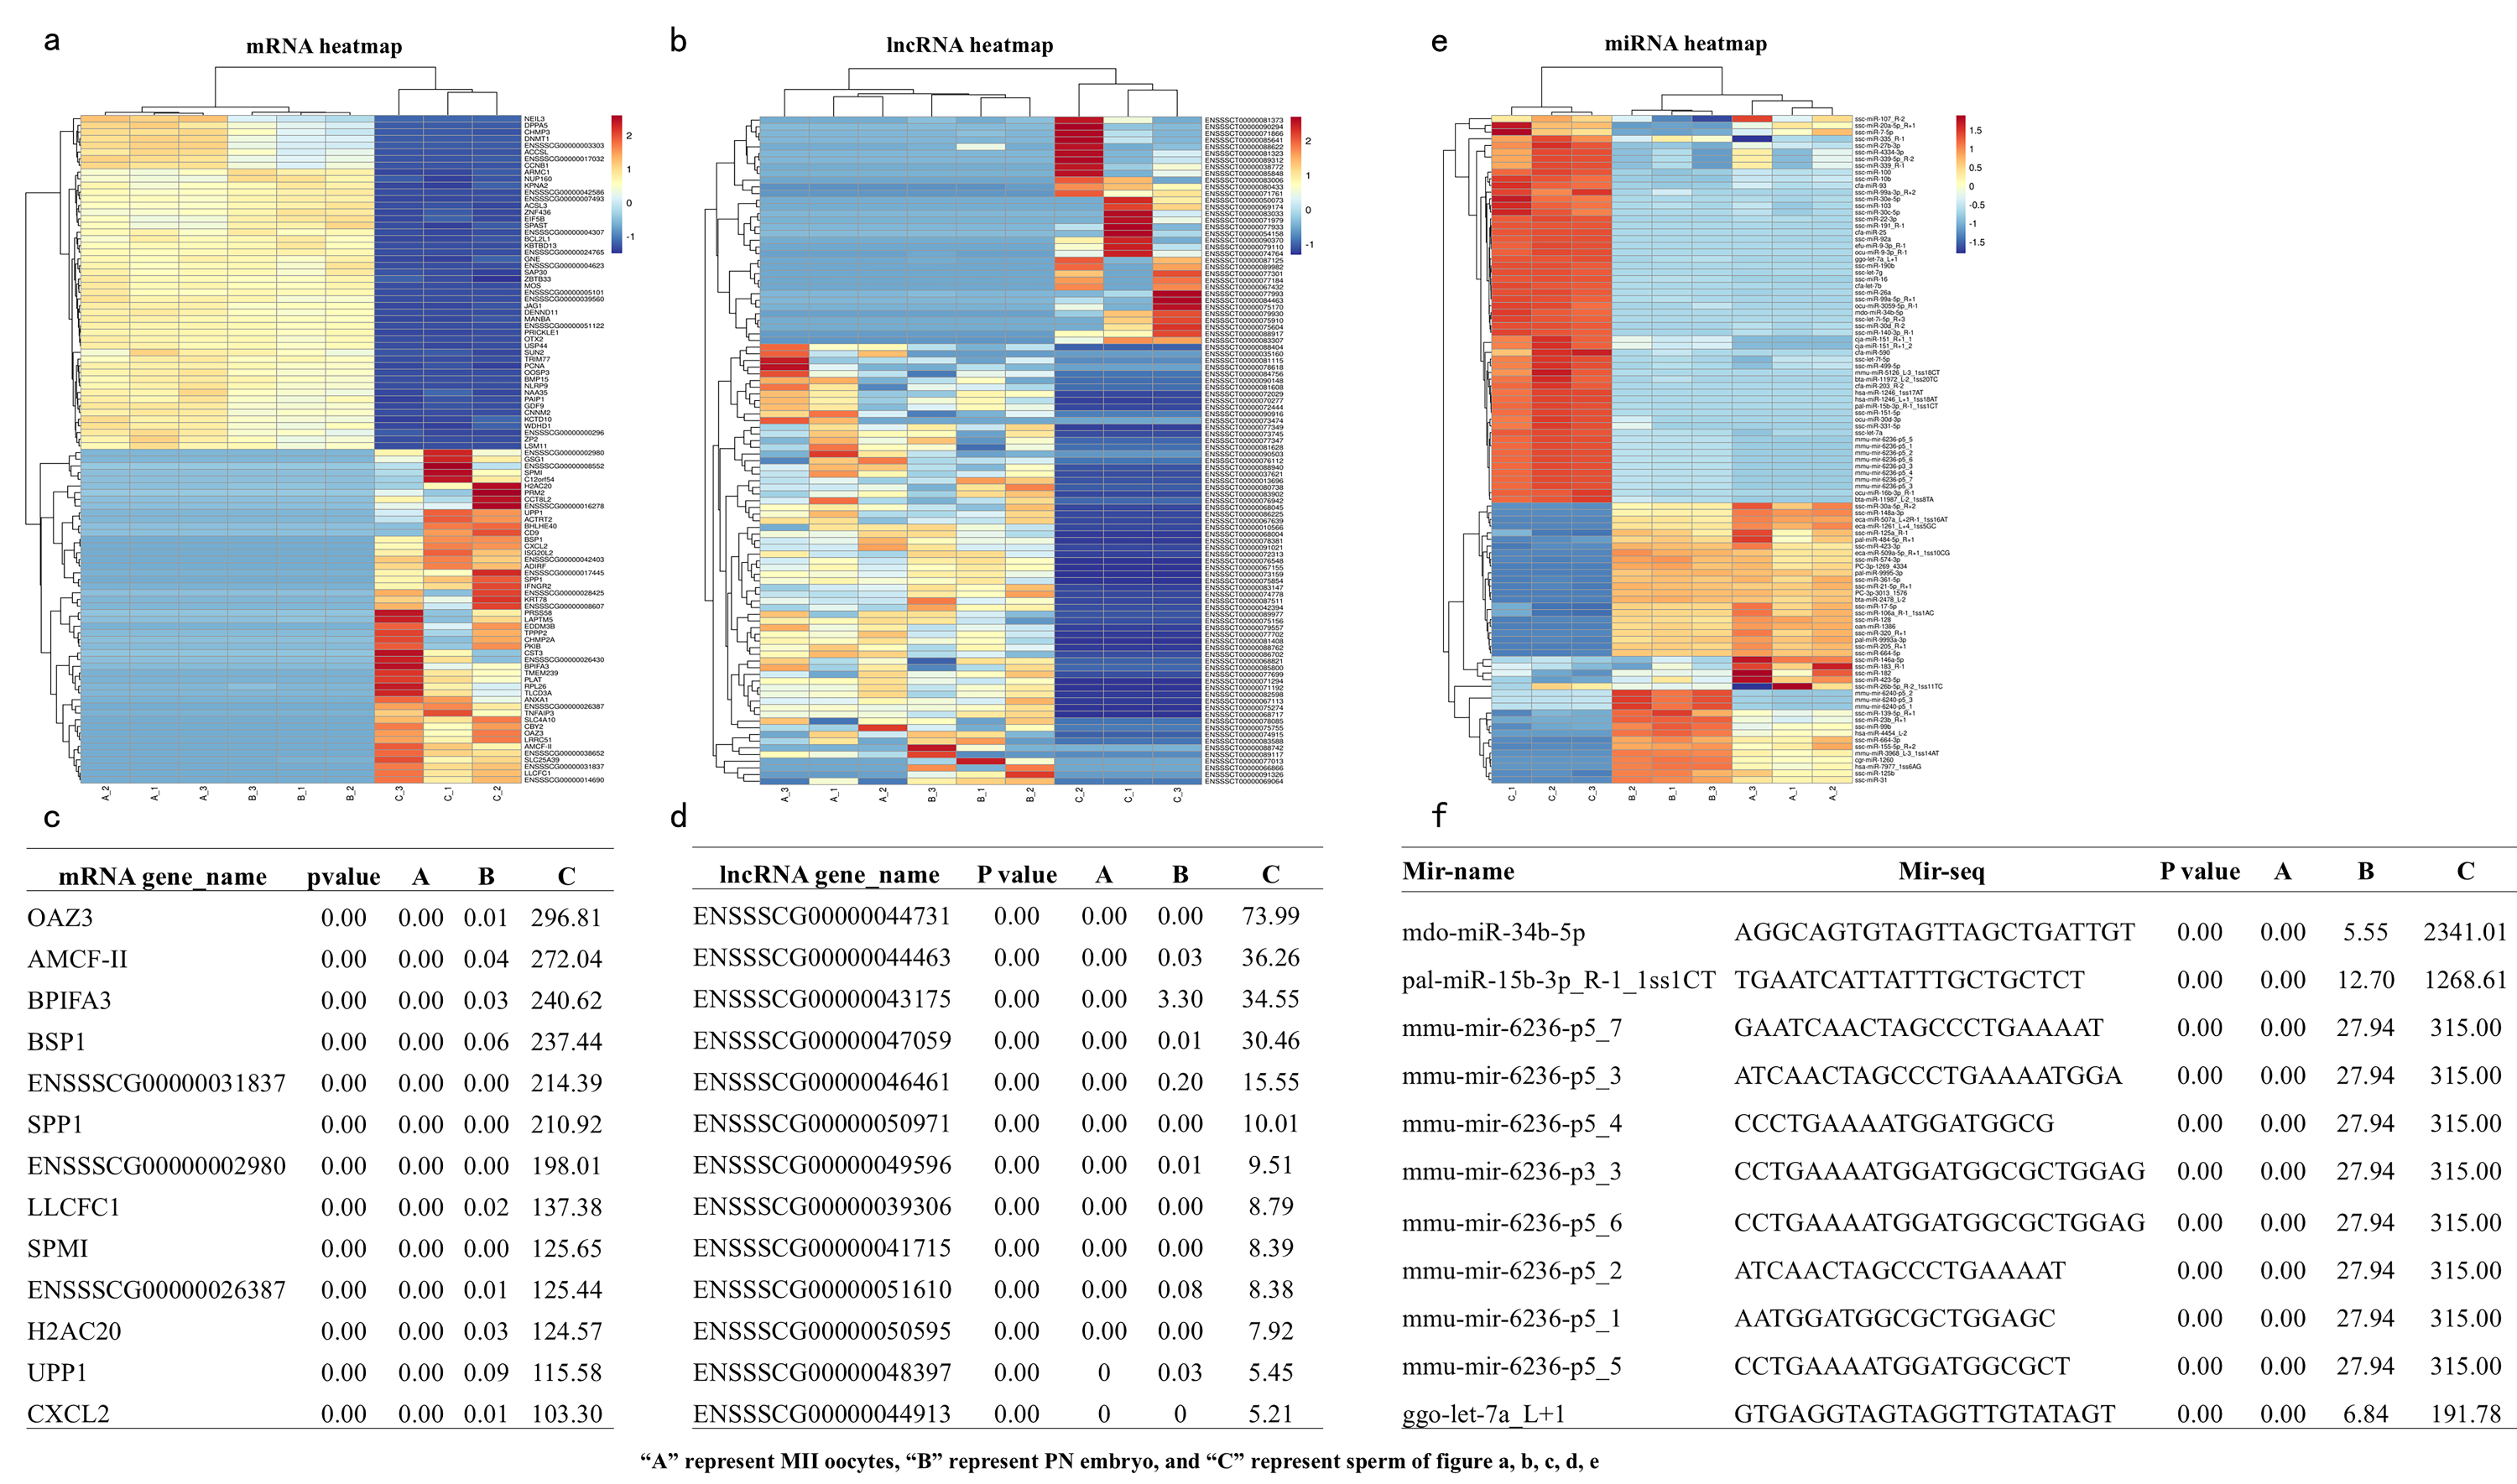
**

**

Supporting figure 1:** Identification of sperm-derived circRNAs. (a,c)Heatmap and expression of Mrna in porcine MII oocytes, PN embryos, and sperm. (b,d) Heatmap and expression of lncRNA in porcine MII oocytes, PN embryos, and sperm. (e,f ) Heatmap and expression of miRNA in porcine MII oocytes, PN embryos, and sperm. (g) GO analyses of Sperm-derived circRNA target genes (A, MII oocytes; B, PN embryos; C, sperm). (h) Genomic regions of the circRNA genes derived from various exons of circRNA-1881, circRNA-686, circRNA-1985, and circRNA-1974 (left). Convergent (gray) and divergent (black) primers used for amplification of linear or back-spliced products, RT-PCR of total RNA from RNase R-treated or untreated sperm (top right), and further validation through Sanger sequencing (bottom right)，all these demonstrated circular structure of the six circRNAs.

**Supporting figure 2
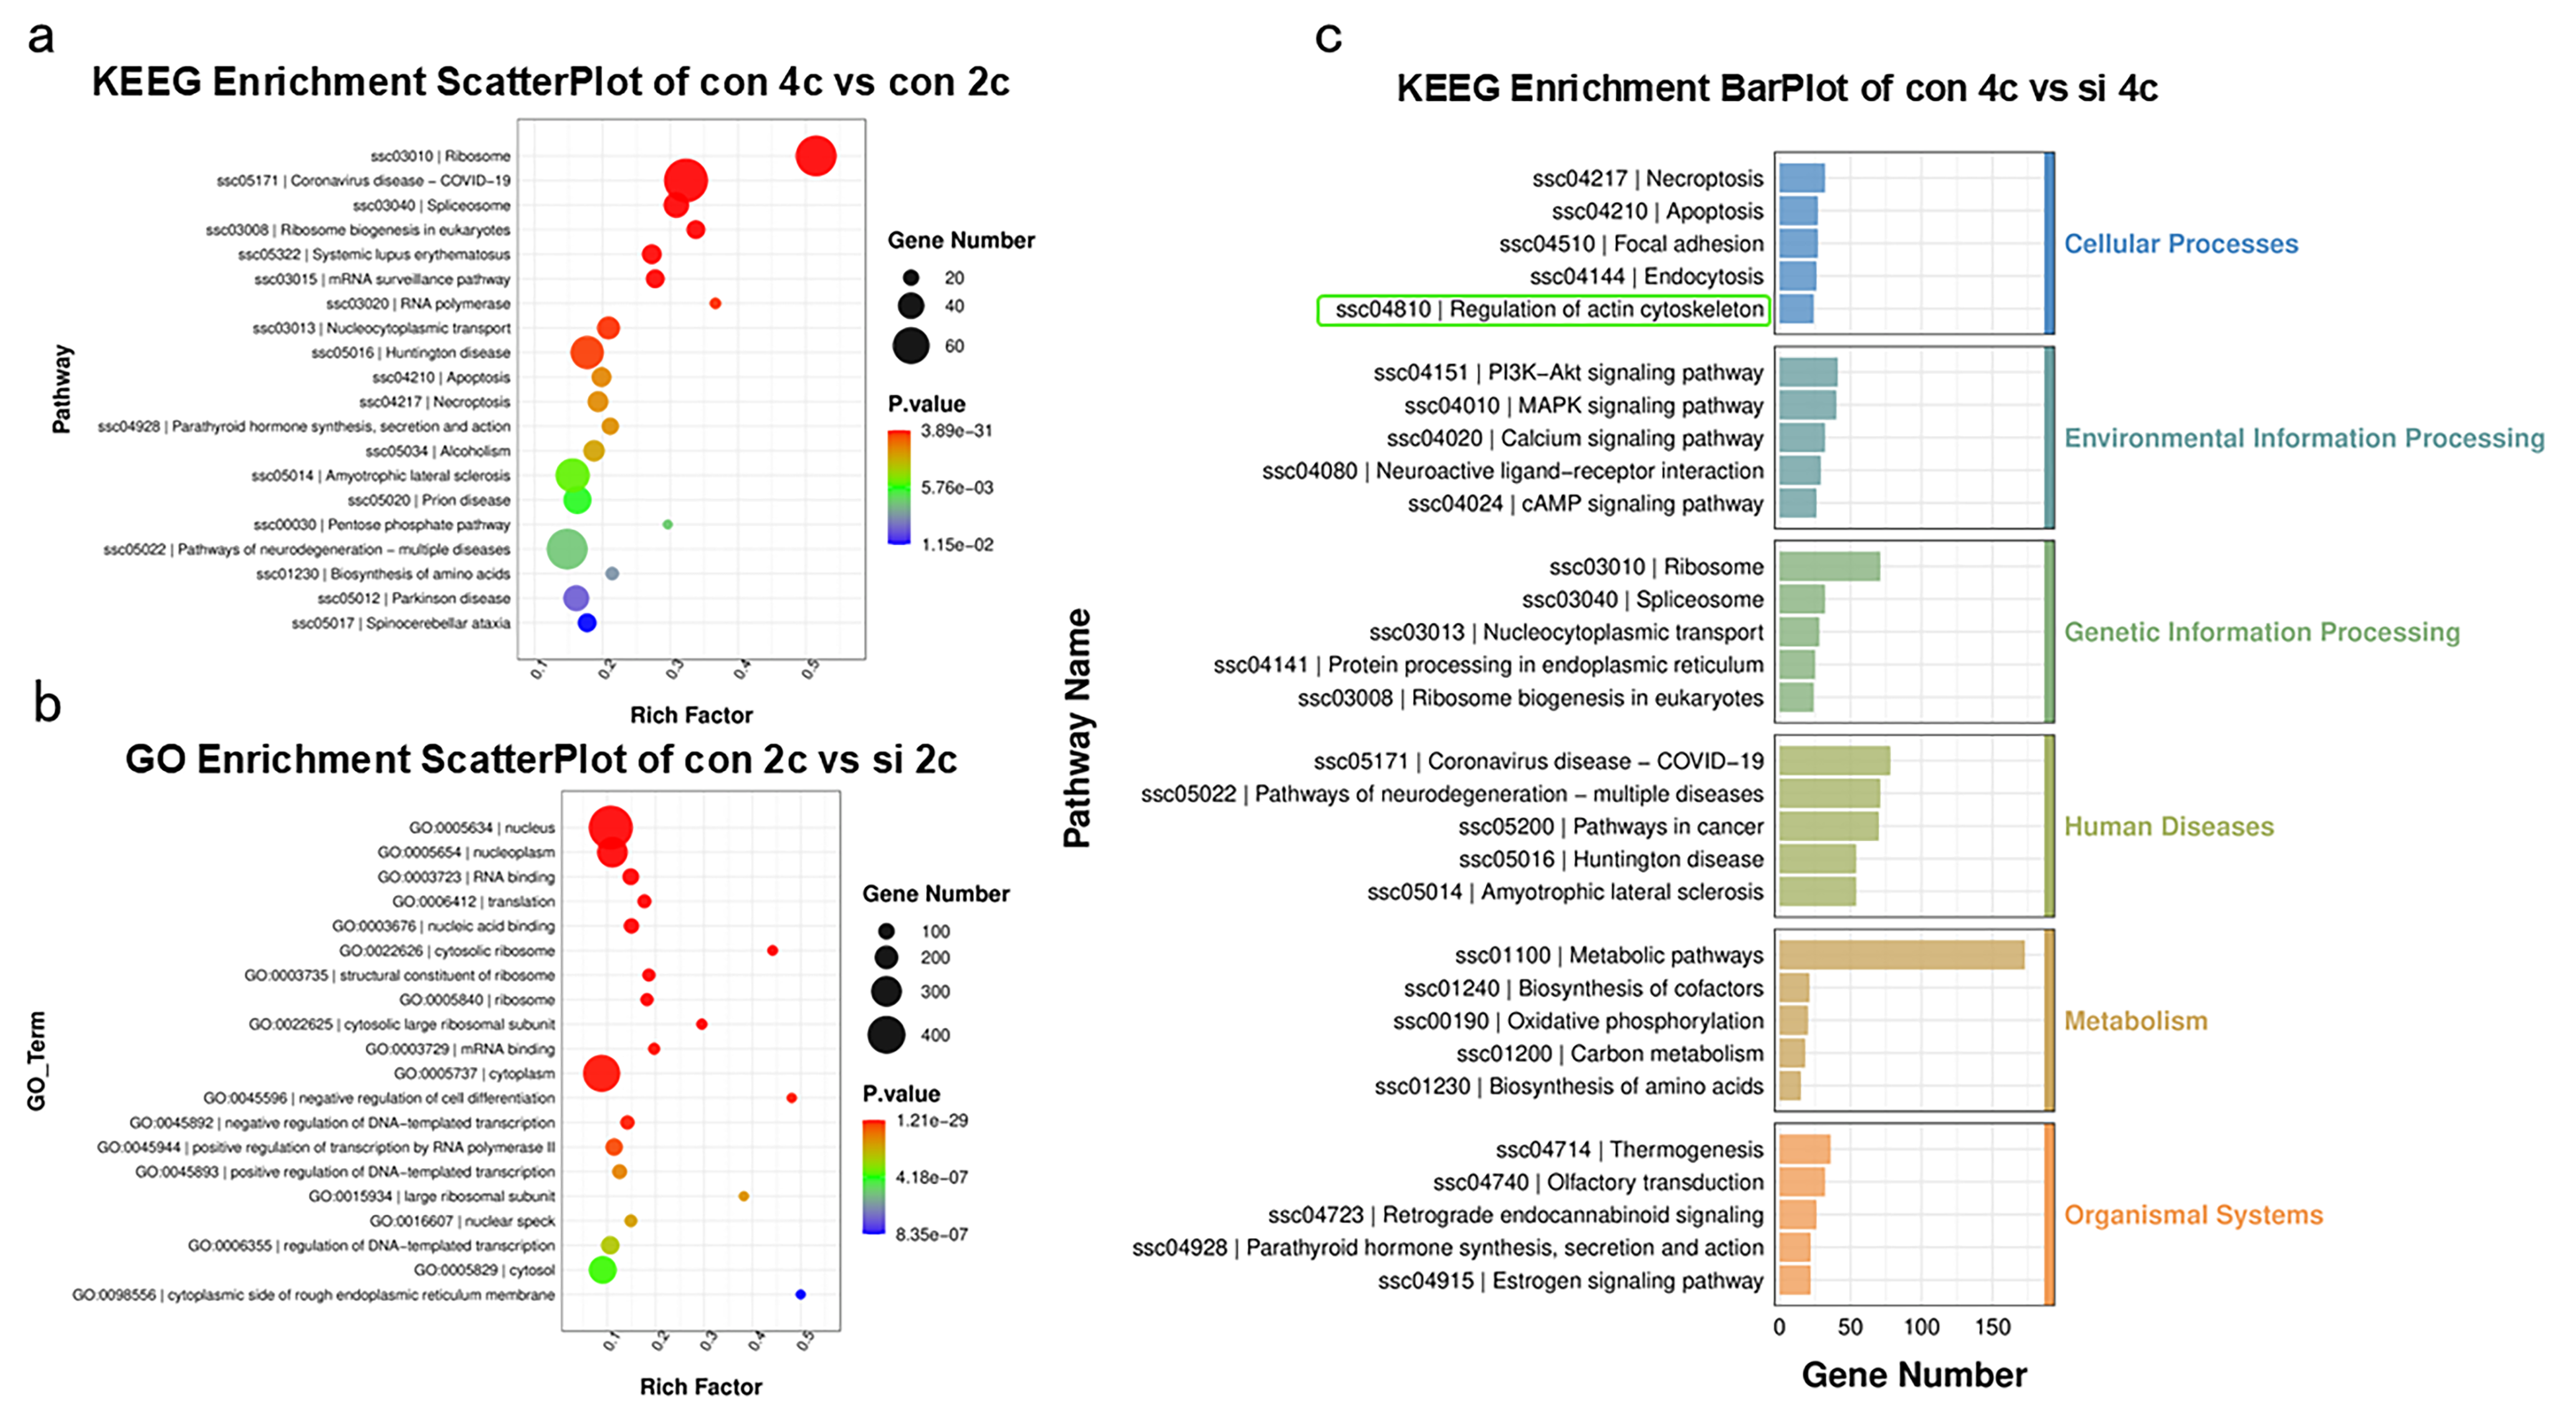
 Supporting figure 2**: The Smart-seq analysis. (a) KEEG analyses of differentially expressed genes in the 2- and 4-cell embryos from the NC group. (b) GO analyses of differentially expressed genes in the 2-cell embryos from the NC and KD groups. (c) KEEG analyses of differentially expressed genes in the 4-cell embryos from the NC and KD groups.

**Supporting figure 3**

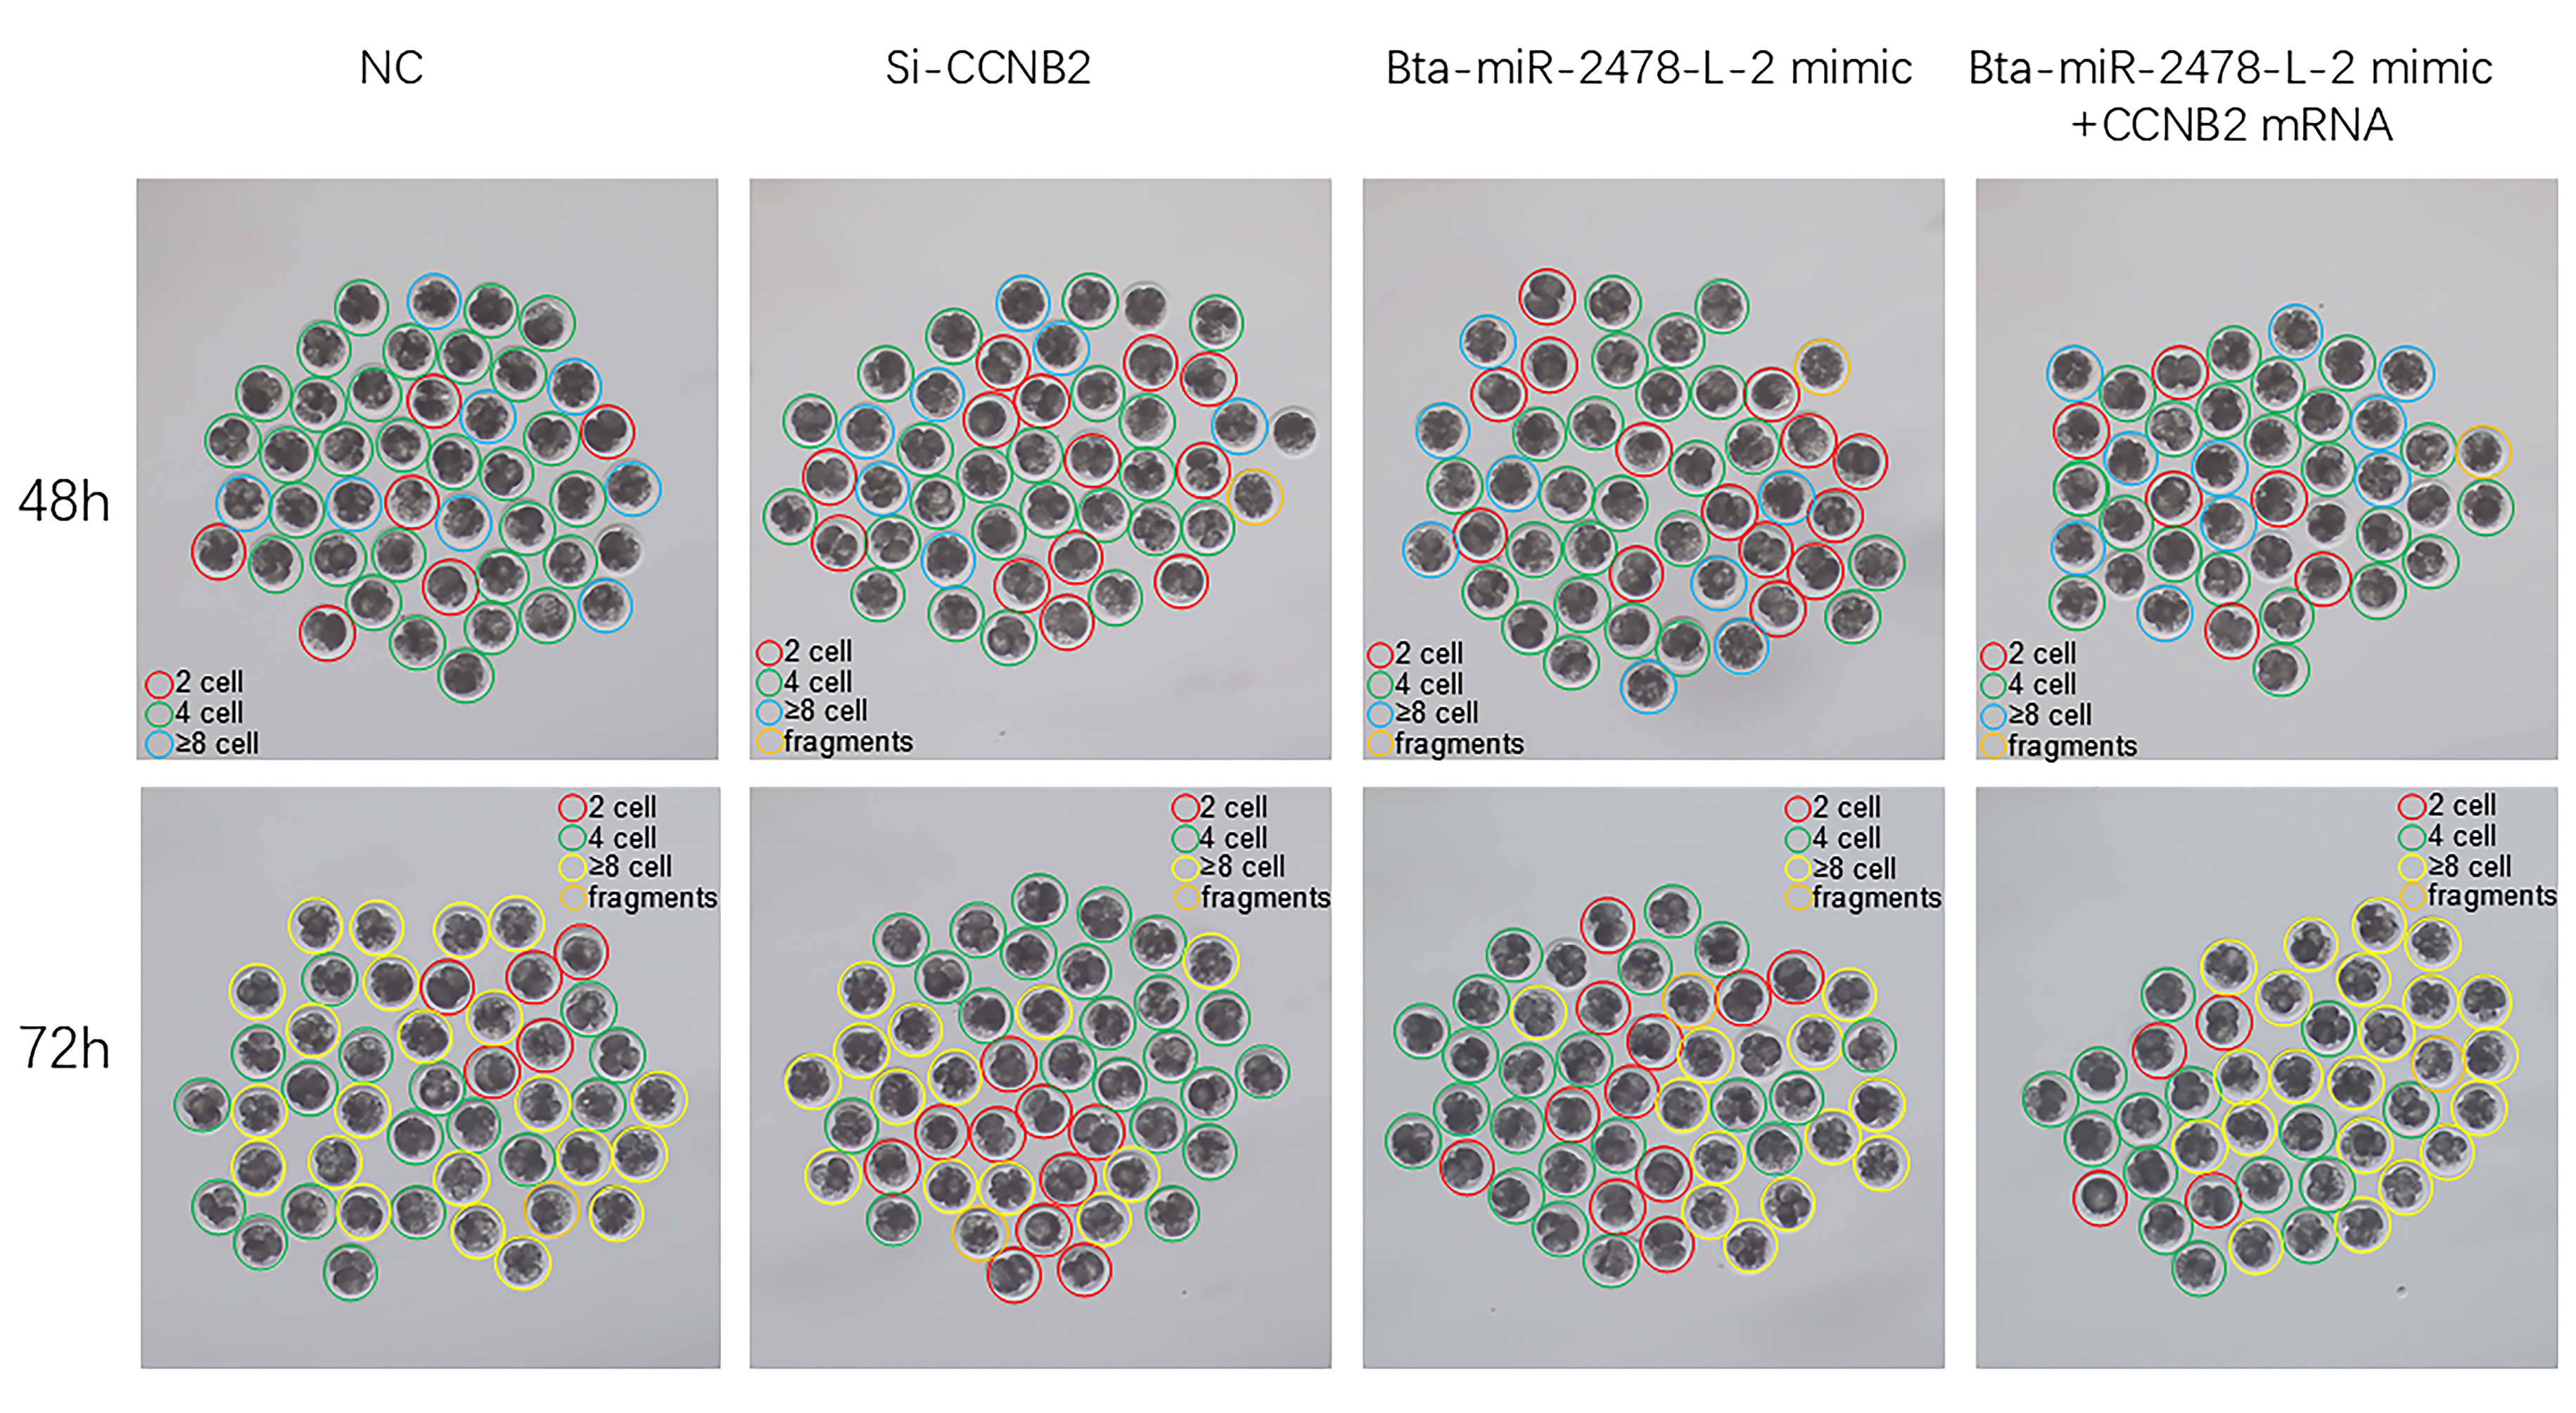

**Supporting figure 3**: Embryonic arrest at the 2- and 4-cell stages after injection of bta-miR-2478-L-2 mimic, Si-CCNB2 (KD group).

**Supporting table 1**: Sequence analysis and quality control of whole transcriptome sequencing

| **Sample** | **Raw Data** | **Valid Data** | **Valid Ratio(reads)** | **Q20%** | **Q30%** | **GC content%** |
| --- | --- | --- | --- | --- | --- | --- |
| A-1(MII oocytes) | 86100224 | 81146886 | 94.25 | 99.91 | 97.06 | 43.50 |
| A-2(MII oocytes) | 87133184 | 81931030 | 94.03 | 99.88 | 96.72 | 43.00 |
| A-3(MII oocytes) | 85993416 | 80886614 | 94.06 | 99.88 | 96.75 | 43.50 |
| B-1(PN embryo) | 86787850 | 79579650 | 91.69 | 99.92 | 97.37 | 42.50 |
| B-2(PN embryo) | 86477854 | 79975212 | 92.48 | 99.91 | 97.31 | 42.00 |
| B-3(PN embryo) | 84881926 | 79434200 | 93.58 | 99.91 | 97.22 | 43.00 |
| C-1(sperm ) | 84116752 | 78730376 | 93.60 | 99.92 | 97.10 | 45.50 |
| C-2(sperm ) | 85712242 | 80352870 | 93.75 | 99.92 | 97.13 | 45.50 |
| C-3(sperm ) | 85431206 | 79175646 | 92.68 | 99.92 | 97.13 | 45.50 |

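Supporting table 2 gives, for each of the 6 circRNAs, the host gene, the number of back-splice reads in sperm, the length of the circle, the exons in it and the length of the genomic DNA it spans. A back-splice read is a read that crosses the junction which closes the circle, so it is the only kind of read that separates a circRNA from the linear RNA of its host gene. The number listed there is the mean of the 3 sperm columns of the deposited counts with its decimals dropped. The paper lists 444 for circRNA-1572, which in the deposited counts is 444, and 1402 for circRNA-1974, which is also 1402. Counted over the 2 distinct sperm libraries, the mean was 666 ± 942 for circRNA-1572, 516 ± 682 for circRNA-1892, 2166 ± 320 for circRNA-1881, 281 ± 79.9 for circRNA-686, 259 ± 260 for circRNA-1985 and 1722 ± 1358 for circRNA-1974 (SD, n = 2). The siRNAs against circRNA-1572 in the supplement lie across this junction. GCAGAGAUACCAGGUUGGU has 13 bases before and 6 after it, and GAUACCAGGUUGGUUUCCU has 8 before and 11 after it.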

**Supporting table 2**: Further selection of six circRNAs with biological information annotation.

| **Accession** | **Isoformname** | **Host Gene** | **Backreads** | **Circtype** | **circRNA size** | **Exon** | **gDNA size** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| circRNA1881 | ENSSSCT00000061440 | PRKAR1A | 2091 | circRNA | 268bp | 6 7 8 | 1745bp |
| circRNA1974 | ENSSSCT00000030260 | ZSWIM6 | 1402 | circRNA | 657bp | 2 3 4 | 2555bp |
| circRNA1572 | ENSSSCT00000045747 | C18orf25 | 444 | circRNA | 785bp | 2 | 785bp |
| circRNA1892 | ENSSSCT00000019611 | MAP2K4 | 354 | circRNA | 398bp | 4 5 6 | 25765bp |
| circRNA1985 | ENSSSCT00000069681 | CREB1 | 319 | circRNA | 370bp | 3 4 5 | 15625bp |
| circRNA686 | ENSSSCT00000007372 | MAN1A2 | 261 | circRNA | 289bp | 11 12 | 4063bp |

**Supporting table 3:** The embryonic development after injection of si-circRNA1572 and si-circRNA 1892

| **Group** | **Cleavage at 28h after ivf** | | | **Cleavage at 48h after ivf** | | | | **Cleavage at 72h after ivf** | | | | | **Blastocyst at day 7 after ivf** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **1cell** | **≥2cell** | **total** | **1cell** | **2cell** | **≥4cell** | **total** | **2cell** | **4cell** | **≥8cell** | **total** | **Number of blastula** | | **rate** |  |
| NC | 46.95%^a^ | 53.05%^a^ | n=426 | 33.10% | 10.33%^a^ | 56.57%^a^ | n=426 | 12.63%^a^ | 38.25%^a^ | 49.12%^a^ | n=285 | 93 | | 32.63%^a^ |  |
| Si-cicRNA-1892 | 48.94%^a^ | 51.06%^a^ | n=378 | 34.39% | 9.79%^a^ | 55.82%^a^ | n=378 | 11.69%^a^ | 40.32%^a^ | 47.98%^a^ | n=248 | 74 | | 29.84%^a^ |  |
| Si-cicRNA-1572 | 58.40%^b^ | 41.6%^b^ | n=363 | 44.90% | 16.25%^b^ | 39.94%^b^ | n=363 | 18.00%^b^ | 50.00%^b^ | 32.00%^b^ | n=200 | 38 | | 18.5%^b^ |  |

**Supporting table 4**: Primers for the identification of circular structures in PCR

| **Genes** | **Forward (5′-3′)** | **Reverse (5-3′)** | **Annealing temperature (°C)** | **Product size (bp)** |
| --- | --- | --- | --- | --- |
| circRNA-1881 Convergent | TGATATTTTTGATGCCATGTTTCCGG | CATAAGGATTCTTCTGTAGCTGTCTCGG | 60 | 268 |
| circRNA-1881 Divergent | GAGAGACTGTTATTCAGCAAGGTGA | CAGCAATAAAGGAAACCGGAAACA | 60 | 268 |
| circRNA-1985 Convergent | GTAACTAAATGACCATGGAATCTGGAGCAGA | CTGTAGGAAGGCCTCCTTGAAAGAATTTC | 60 | 370 |
| circRNA-1985 Divergent | CCCAGCCATCAGTTATTCAGTCTC | CCGCCTGAATAACTCCATGGAC | 60 | 370 |
| circRNA-1974 Convergent | GTTTCCACTTGAGTGGCACAGTA | CCAGCTCATCCCAGAGCTGC | 60 | 657 |
| circRNA-1974 Divergent | GTGCTCCTGATCCAACAGCAGG | AGCCAGATCAGGTCAAATTGC | 60 | 657 |
| circRNA-1572 Convergent | GTTGGTTTCCTGTTGCATCATT | ATCTCTGCAGTGATTGTCTTGCT | 60 | 780 |
| circRNA-1572 Divergent | TGACCTGACTTGTGACTCAAGCA | CTATCACTGGTACTACTGTCCTGCA | 60 | 785 |
| circRNA-1892 Convergent | AAACGCAAAGCACTGAAGTTGAA | AGTGCGCCGTAAAACTGAACAA | 60 | 386 |
| circRNA-1892 Divergent | TTGGAGAAATTGGACGAGGAGC | GGTCTTTCAAGTCCTCTGCAGTG | 60 | 398 |
| circRNA-686 Convergent | AGCTAGGTCCTGAATCATTCAAGT | CTGCAAGAAAGAAGCTCTGCTGT | 60 | 273 |
| circRNA-686 Divergent | AAGTATTGCCGAGTCAGCAGT | TTCGATAGCCAGTGCTGCT | 60 | 386 |
| 1881(*PRKAR1A*) gDNA | GTGGCAGCTGGACAGAGTTCA | ACAGTTAAGACTCAAAACACAAGTGGAC | 60 | 268 |
| 1985(*CREB1*) gDNA | GCACTTATACCACCAACAGGAAAGC | CAGGTAGCTCCTTCACAGAATGACA | 60 | 370 |
| 1974(*ZSWIM6*) gDNA | ACAGACACAAGACACATACCACCAC | CCTCTAGCATGTTCTCTAATGAAGGGAA | 60 | 657 |
| 1572(*C18ORF25*) gDNA | GGATATGAACACTTTAAGGCTCT | TGTCAACTATCCCTACTGTGC | 60 | 786 |
| 1892(*MAP2K4*) gDNA | CCTCATGGATACTAGTCAGGCTT | GCATAAAACCTTAACTCCTGCTT | 60 | 398 |
| 686 (*MAN1A2*) gDNA | CATTTGCATGGAGTTTAACCGTA | ATGATTCAGATACACCTCCCGTA | 60 | 363 |

**Supporting table 5**: Primers for quantitative RT-PCR

| **Genes** | **Forward (5′-3′)** | **Reverse (5-3′)** | **Annealing temperature (°C)** | **Product size (bp)** |
| --- | --- | --- | --- | --- |
| circRNA-1881 | GTACACCTAGAGCAGCCACT | AGAAGTTATCCCCTTCATCACCT | 60 | 169 |
| circRNA-1985 | TTTCAACTATTGCAGAAAGCGAAG | TGTTACAGCTGCATCTCCAC | 60 | 162 |
| circRNA-1974 | TGACTGACAAATATAGGCAGCTC | GCGGTATAAAGACAATGCCACA | 60 | 206 |
| circRNA-1572 | GACTCAAGCACAAGCTCATCAGA | TTCAACTTTTCCCACTGCCTCC | 60 | 179 |
| circRNA-1892 | CTTCAGAGAGGTAAACGCAAAGCA | CTTCAGAGAGGTAAACGCAAAGCA | 60 | 241 |
| circRNA-686 | GCTATCGAAAAGTATTGCCGAGTCA | CACAGCCTCTACTGCACCA | 60 | 169 |
| *EIF1A* | GGTGTTCAAAGAAGATGGGCAAGAG | TTTCCCTCTGATGTGACATAACCTC | 60 | 115 |
| *DPPA2* | CCGTTCCTGCTTCTGTTGAGACC | GGCGAACCCAACCTTCTGTATCTG | 60 | 105 |
| *ZSCAN4* | GCCCAGAAAGTCTTCCCATGTGAG | GCCTCTCATCATTGTGTCTCCTCTG | 60 | 94 |
| *CCNB2* | ATCACAGACAACGCTTATACCAG | ACTTCATTCTCGGTGTATCCAGT | 60 | 314 |
| *GAPDH* | GCTTTTAACTCTGGCAAAGTGGAC | ACATACGTAGCACCAGCATCACC | 60 | 221 |

**Supporting table 6**: Primers for miRNA Stem loop reverse transcription and quantitative RT-PCR.

| **Genes** | **Stem loop reverse transcription** | **Forward (5′-3′)** | **Reverse (5-3′)** |
| --- | --- | --- | --- |
| bta-miR-2478-L-2 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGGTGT | GCGCGGTATCCCACTTCTG | AGTGCAGGGTCCGAGGTATT |
| mmu-miR-3968-L-3-1ss14AT | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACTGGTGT | GCGCGAATCCCACTCCAG | AGTGCAGGGTCCGAGGTATT |
| U6 | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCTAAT | CGCGCGACGATACAGAGAAG | AGTGCAGGGTCCGAGGTATT |

**

 Supporting table 7**: Chemical synthesis of RNA sequences Supporting figure 4

| **Genes** | **sequence** |
| --- | --- |
| Si-circRNA-1892-1 | CACUCUUCAGAGAGGUAAA |
| Si-circRNA-1892-2 | GAGAGGUAAACGCAAAGCA |
| Si-circRNA-1572-1 | GCAGAGAUACCAGGUUGGU |
| Si-circRNA-1572-2 | GAUACCAGGUUGGUUUCCU |
| Si-CCNB2-1 | GCAGGUCCACUCCAAGUUU |
| Si-CCNB2-2 | GCUUAUACCAGUUCCCAAA |
| Bta-miR-2478-L-2 mimic | AUCCCACUUCUGACACCA |
| Bta-miR-2478-L-2 inhibitor: | UGGUGUCAGAAGUGGGAU |
| NC | CAG UAC UUU UGU GUA GUA CAA |
| mmu-miR-3968_L-3_1ss14AT mimic | AUCCCACUCCUGACACCA |
| ssc-miR-125a_R-1 mimic | UCCCUGAGACCCUUUAACCUGU |
| ssc-miR-125b mimic | UCCCUGAGACCCUAACUUGUGA |

***

ns

**Supporting figure 4**: Relative expression levels of circRNA-1572 in oocytes and various embryo, with total RNA extracted and detected using RT-qPCR. (Expression was normalized to that of *GAPDH*, ***P < 0.01, ns: not significant. IVF: in vitro fertilization, SCNT: somatic cell nuclear transfer, PA: parthenogenesis).

**Supporting figure 5**

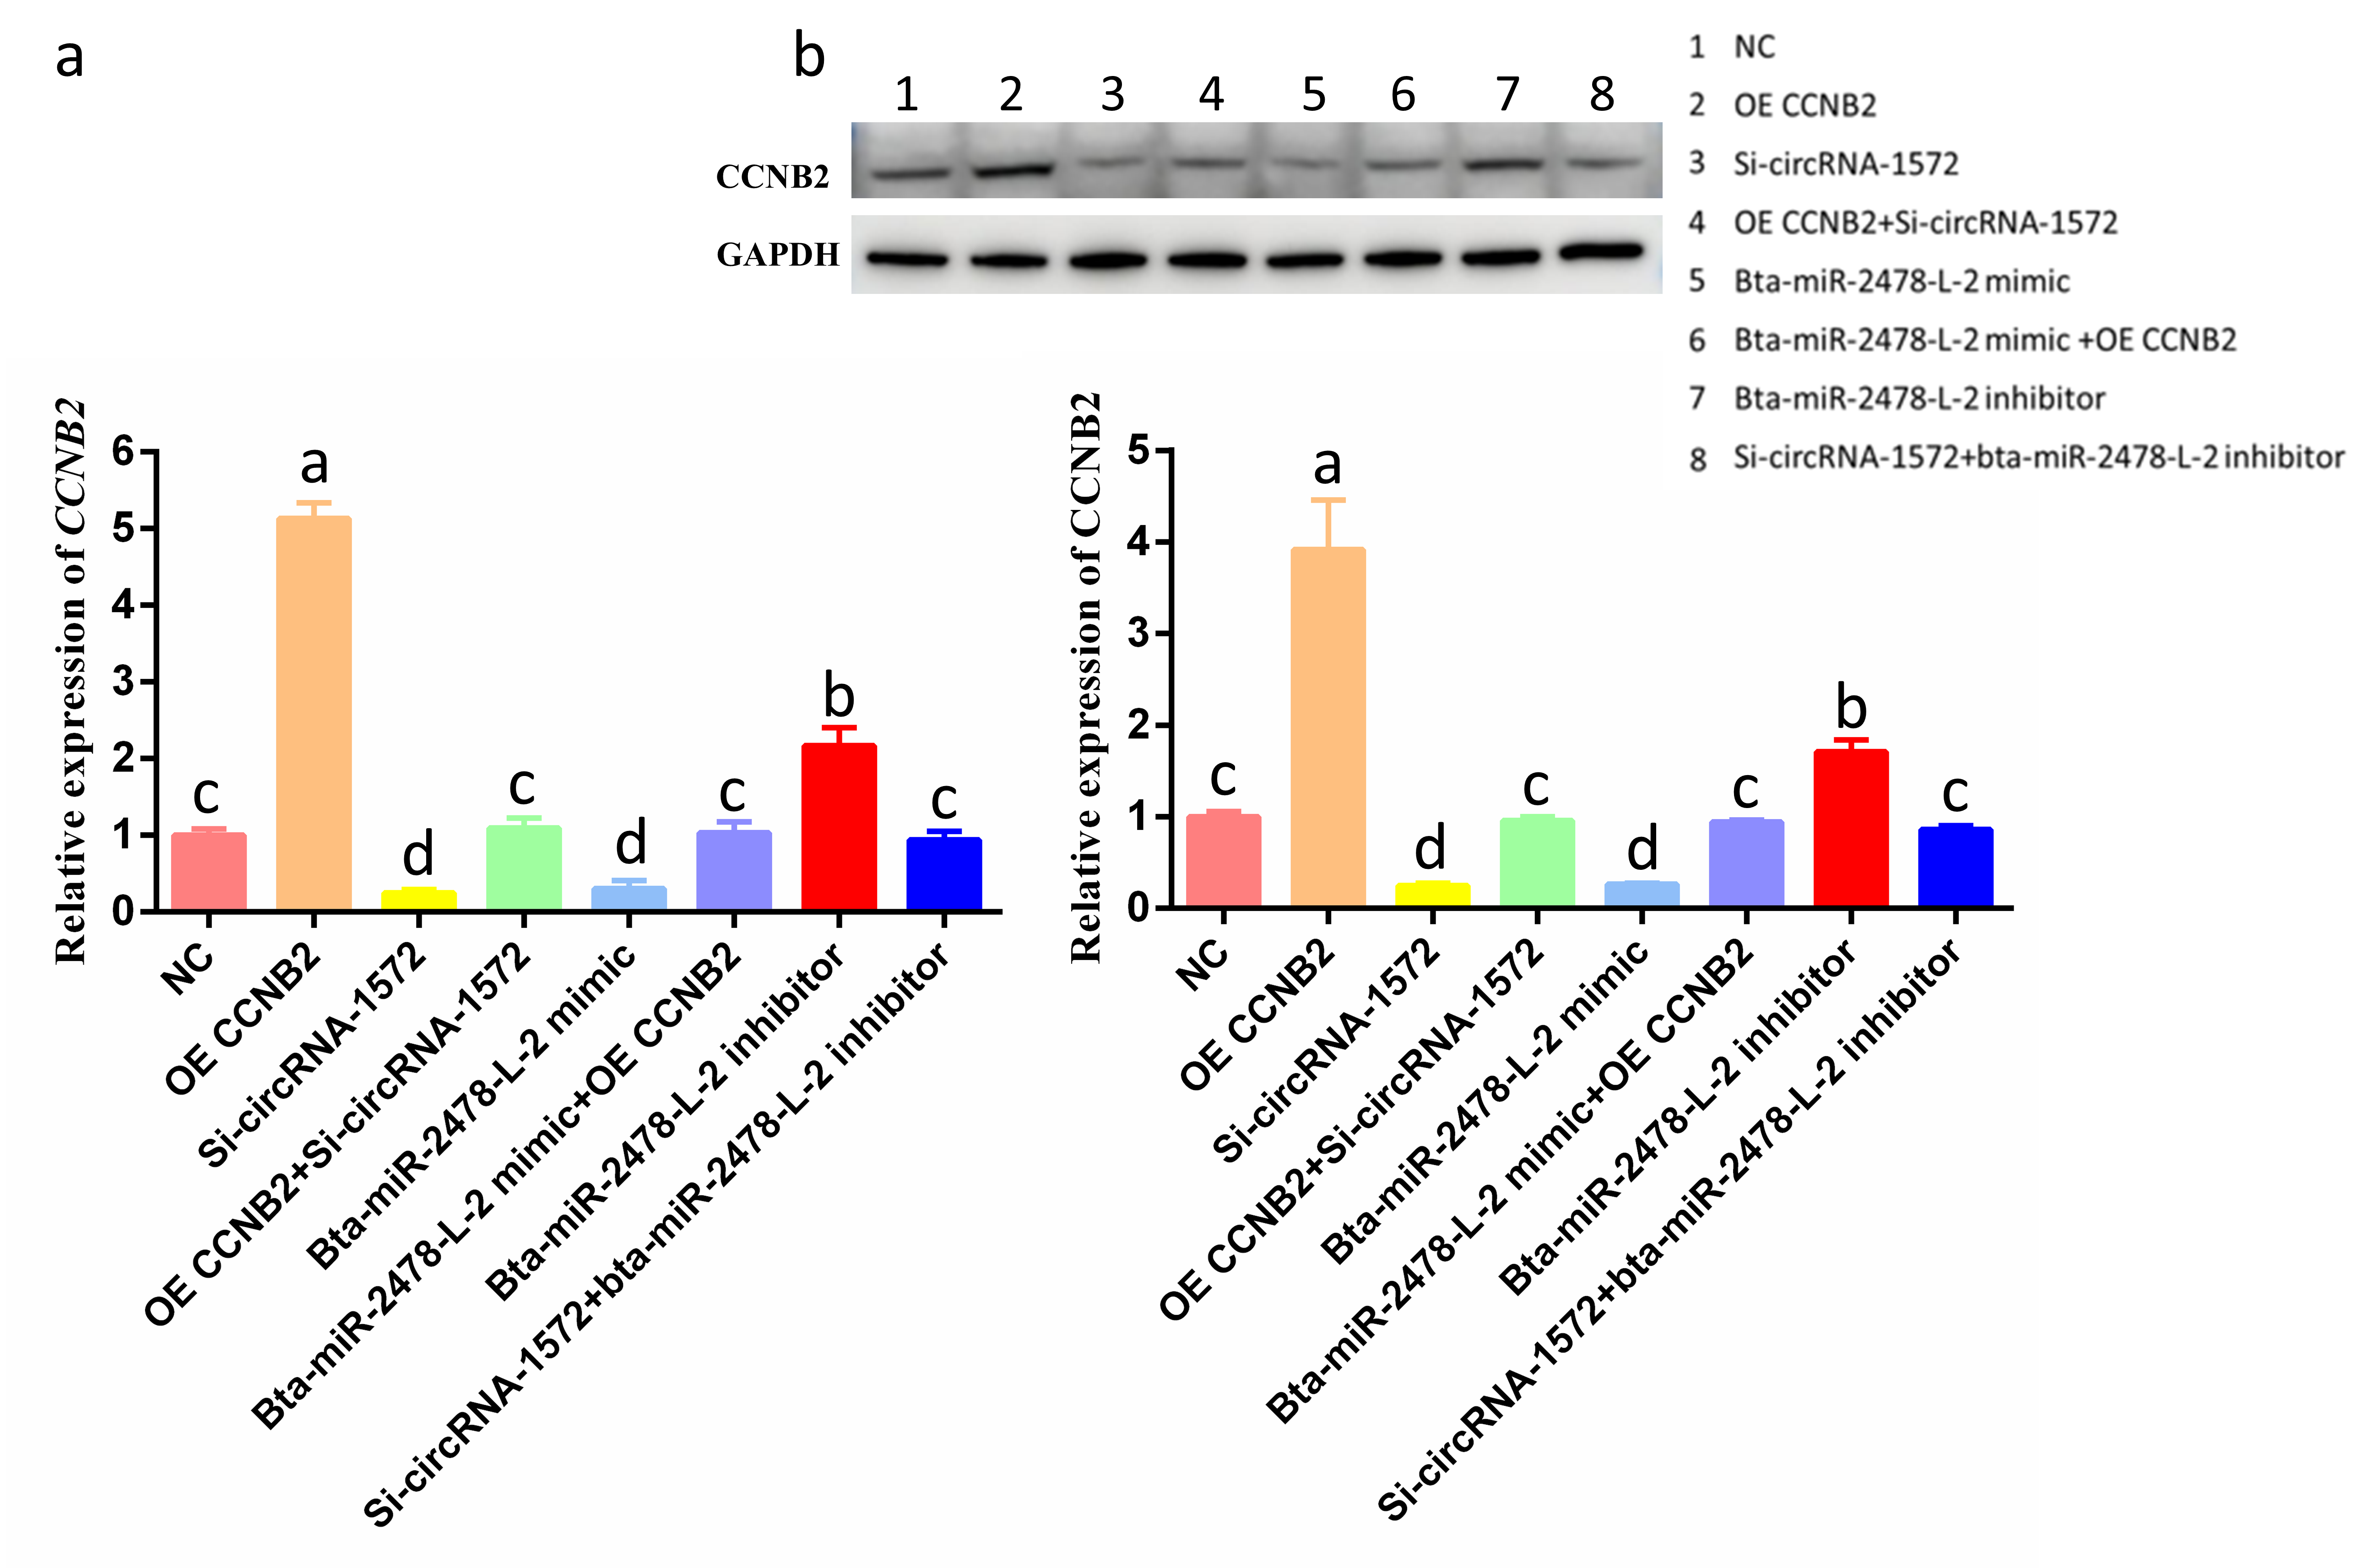

**Supporting figure 5**: Analysis of CCNB2 mRNA（A）and protein (B) expression levels in porcine fibroblasts after transfection of over expression (OE) CCNB2, Si-circRNA-1572, Si-circRNA-1572 + OE CCNB2, bta-miR-2478-L-2 mimic, bta-miR-2478-L-2 mimic + OE CCNB2, bta-miR-2478-L-2 inhibitor, or Si-circRNA-1572 + bta-miR-2478-L-2 inhibitor. (Expression was normalized to that of *GAPDH*, The data are presented as mean ± SEM from at least three independent experiments, different lowercase letters (a, b, c and d) indicate significant difference between groups, *P* < 0.05, ns: not significant).

1. circRNA-1572

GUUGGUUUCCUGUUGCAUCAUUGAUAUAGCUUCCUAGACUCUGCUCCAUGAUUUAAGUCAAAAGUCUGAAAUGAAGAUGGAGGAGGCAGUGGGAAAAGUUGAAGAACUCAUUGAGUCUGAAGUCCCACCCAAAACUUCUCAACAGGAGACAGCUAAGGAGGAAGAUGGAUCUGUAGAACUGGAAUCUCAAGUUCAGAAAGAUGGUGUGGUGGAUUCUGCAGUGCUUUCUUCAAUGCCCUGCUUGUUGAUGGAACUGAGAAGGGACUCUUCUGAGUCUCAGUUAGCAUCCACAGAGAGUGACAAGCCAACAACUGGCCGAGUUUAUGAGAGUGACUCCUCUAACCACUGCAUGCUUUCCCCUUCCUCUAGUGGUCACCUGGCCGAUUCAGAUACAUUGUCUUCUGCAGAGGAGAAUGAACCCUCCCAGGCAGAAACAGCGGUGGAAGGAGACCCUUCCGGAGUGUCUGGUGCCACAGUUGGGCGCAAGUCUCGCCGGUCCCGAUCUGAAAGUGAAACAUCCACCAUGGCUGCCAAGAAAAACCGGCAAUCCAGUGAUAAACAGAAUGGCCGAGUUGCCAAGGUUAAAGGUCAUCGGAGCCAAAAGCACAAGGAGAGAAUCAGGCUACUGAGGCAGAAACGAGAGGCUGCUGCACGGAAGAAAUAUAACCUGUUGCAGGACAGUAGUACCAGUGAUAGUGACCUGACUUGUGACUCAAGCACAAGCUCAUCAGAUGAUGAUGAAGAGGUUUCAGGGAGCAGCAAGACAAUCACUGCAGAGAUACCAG

How the deposited data were processed for this re-analysis (not part of the article)

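Whole-transcriptome libraries of porcine MII oocytes, PN embryos taken 18 h after the start of IVF and mature sperm were analysed, with 3 libraries per group and 9 in all. According to the methods, total RNA was depleted of ribosomal RNA, and strand-specific libraries were amplified by PCR and sequenced on an Illumina instrument. Samples were assigned to groups and replicates by their labels, which match the sample list of Table S1. The miRNA libraries and the Smart-seq libraries of injected embryos are not analysed here.

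The authors deposited whole-number counts per locus for mRNA and whole-number counts per circRNA, without normalization. For lncRNAs, the values the authors deposited are coverage, the mean read depth along each transcript, with 2 decimals in most cases. The paper's text does not name the aligner, the assembler, the counting program, their versions, the genome build or the annotation. The circRNA table gives the host gene of each circRNA, and 46 of its 3071 entries carry the prefix ciRNA. The mRNA and lncRNA tables give no gene symbols, and 0 of their identifiers could be paired with a symbol, so CCNB2, the other genes the paper names for its embryo experiments and GAPDH are not analysed here. Of 9 columns per table, 0 were left unused, but the circRNA columns of sperm replicates 1 and 3 are identical and were counted as 1 sample. All p-values and folds for circRNAs in sperm rest on 2 libraries for this reason.

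Table S1 lists between 78730376 and 81931030 valid reads per library. The circRNA table holds few of these reads, and a circRNA at 0 in a library can be present below the floor of 3 counts. The coverage of lncRNAs gives no read numbers, so that the depth behind a single value is unknown and no interval or floor is given for it. In the mRNA table the totals exceed the valid reads of oocytes and embryos, so that its counts are not numbers of independent reads. Loci that overlap, or that have a near-identical copy, can share reads, and the paper's text does not describe how such reads were counted.

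Counts were tested with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F tests (glmQLFit and glmQLFTest) after TMM normalization. The mRNA loci tested were those kept by edgeR's filterByExpr, and the circRNAs tested were above 0 in at least 3 libraries of the fit. Library sizes and TMM factors were computed from the features kept. Coverage of lncRNAs was tested with limma 3.58.1 (lmFit and eBayes with trend) on log2(coverage + 1), as deposited, for transcripts with a coverage of at least 1 in at least 3 libraries. Fold changes of lncRNAs are on this scale, which understates the change of transcripts with low coverage. Each comparison of 2 groups used the libraries of these groups alone, with no block. A feature passed with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p-value under 0.05, the thresholds of the methods. The supplementary sheet gives 1 p-value per circRNA for the 3 groups, and the matching test here was an F test over all groups. Differences of single circRNAs were tested with two-sided exact permutation tests, for which 3 libraries against 3 give no p-value under 0.1. Screens, correlations and these tests were run in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and rank correlations across circRNAs used 100000 permutations. The floors cover counting error only.

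The screen for circRNAs took those at 0 in every MII oocyte library and above 0 in at least 1 PN embryo and 1 sperm library, and was repeated with MII oocytes and PN embryos exchanged. The 6 libraries of these groups were also assigned to 2 sets of 3 in all 20 ways. For mRNAs and lncRNAs, the screen took features at 0 in every MII oocyte library with a sperm mean of at least 1, and a stricter one took those above 0 in all 3 PN embryo and all 3 sperm libraries.

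The tests, the groups in each fit, the filters, the alternatives and the rule for the items named in the text were set before the data were examined, except where an alternative is said to have been chosen later. The rule takes the 10 circRNAs of Figure 1b, the host genes of the 6 shortlisted ones, the RNAs of Figure S1c and S1d and the genes the paper studies, together with the mRNAs past the threshold between PN embryos and MII oocytes that change most without overlap of the groups. Of the RNAs of Figure S1c none is given, and of the 13 lncRNAs of Figure S1d 1 is given by name and all in summary. Of the mRNAs with the largest changes, 2 in each direction are given, since the files do not pair their identifiers with names. The alternatives were all 3 groups in 1 fit, the replicate number as a block, no filter on low values, the adjusted p-value alone, DESeq2 1.42.0 with its size factors in place of edgeR, quantile normalization or a pseudocount of 0.1 for coverage, other limits in the screens, and each replicate left out in turn. The pairing behind the block comes from the replicate numbers 1, 2 and 3 in the sample labels and Table S1, and neither says that libraries with the same number share animals or a preparation.

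The design provided for reading the bases at the back-splice junctions from a genome. No genome was used here, and the bases were taken from the supplement's sequence of circRNA-1572 and from primers at the ends of the circles. The enrichment of GO and KEGG terms is not analysed here.

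The tests were tested on simulated data in which 200 features were changed 16-fold. With a low spread between replicates, 100% of the changed mRNA loci (of 55865 tested) and of the changed lncRNAs (of 49188) were recovered, and 96.5% of the changed circRNAs (of 1764) between PN embryos and MII oocytes, and 100% (of 2065) between sperm and MII oocytes. With the spread of the real libraries, 44.5% of the changed mRNA loci (of 48325 tested), 3.5% of the changed lncRNAs (of 49145) and 0% of the changed circRNAs in both comparisons (of 1204 and 1721) were recovered, with 0 in the wrong direction. Apart from the planted changes, every simulated library had the same expected share of a feature. The real filters between PN embryos and MII oocytes kept 26611 mRNA loci, 19810 lncRNAs and 270 circRNAs. These shares are therefore not the power of the real tests. The screen found all 200 circRNAs planted among 3000 simulated ones.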

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

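The tests of the stricter screens for mRNAs and lncRNAs, of the shares found in sperm and of the sperm-enriched RNAs were chosen only after the result was seen, and the tests of the screened circRNAs over all assignments of the libraries and of their ratio to sperm were chosen before.

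The circRNA table holds 94 circRNAs outside Figure 1b that were at 0 in every MII oocyte library and detected in PN embryos and in sperm, a signal in circRNAs the paper does not discuss. The supplementary sheet lists 82 of them and marks 25 as significant. Of the 94, 8 were above 0 in 2 PN embryo libraries, and these were picked out after their values were seen. They come from SNTG1, KIF18A, SIL1, ZPBP, CEP63, ENOX1, NFAT5 and PSME3IP1. The circRNA from PSME3IP1 had 0, 67 and 124 counts in PN embryos and 0 and 1 in sperm, that from KIF18A had 8, 29 and 0 in PN embryos and 0 and 1 in sperm, and that from ZPBP had 1, 0 and 1 in PN embryos and 376 and 273 in sperm.

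A technical explanation for an excess of 103 screened circRNAs over the 58 with the groups exchanged is that detection is uneven between libraries. Of the 20 assignments of the 6 oocyte and embryo libraries to 2 sets of 3, 3 gave at least 103 circRNAs, the real one included, with a range from 55 to 111 and a median of 78.5. The 2 others put a PN embryo library in the place of MII oocyte replicate 3, so that uneven detection may account for the number of screened circRNAs. A biological explanation is that sperm circRNAs were carried into the embryo. It predicts a larger share of sperm circRNAs among those found in PN embryos alone than among those found in MII oocytes alone, and the shares were 12.4% and 5.79% (Fisher's exact test, two-sided, p = 8.29e-07). Fisher's test treats circRNAs as independent. Over the 20 assignments, 1 gave a difference of shares as large as the real 6.56 percentage points, the real one itself, and the next gave 5.99. With at least 10 counts in a library, the shares were 4.75% (20 of 421) and 2.39% (13 of 543), with p = 0.0506 by the same exact test. A carry-over of sperm RNA in bulk would make PN embryo counts rise with sperm counts. Across the 103 circRNAs, Spearman's rho of the mean counts was -0.129 (permutation test, p = 0.19), but these circRNAs were selected for being above 0 in both groups. With the 864 circRNAs at 0 in MII oocytes and above 0 in sperm, whether found in PN embryos or not, rho was 0.193 (p = 1e-05, the smallest that 100000 permutations give). A carry-over in bulk therefore can be neither shown nor ruled out by these values, and the screened circRNAs cannot be told apart from uneven detection.

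In the mRNA table, 11 loci were at 0 in every MII oocyte library and above 0 in every PN embryo and sperm library, against 1 with the groups exchanged, a signal at loci the paper does not discuss. Their median mean was 14 counts in PN embryos and 1423 in sperm, and 0 of them had a higher mean in PN embryos than in sperm. For these loci 3 of the 20 assignments of the libraries gave at least 11, the highest of the others 12, so that uneven detection between libraries may account for them.

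In the lncRNA table, 10 lncRNAs met the same conditions, against 1 with the groups exchanged. They had a median mean coverage of 1.47 in PN embryos and 349 in sperm. Here uneven detection between libraries gave less, and 1 of the 20 assignments, the real one, reached 10, with 6 in the next. A share of 1 in 20 is the smallest this design can give, and the 10 lncRNAs cannot be told apart from uneven detection.

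Another technical explanation for all of these is that reads of sperm libraries were assigned to other libraries, which would put as many sperm RNAs into MII oocyte libraries as into PN embryo libraries. Features with a sperm mean of at least 50 that was at least 10 times the mean of the oocyte and embryo libraries were counted in both. For 11314 such mRNA loci, the share of the library was 0.173% ± 0.0173 in MII oocytes and 0.194% ± 0.00362 in PN embryos (SD, n = 3 each, exact permutation test, p = 0.2), with 11.0% ± 4.72 and 15.9% ± 3.47 of the loci above 0 (exact permutation test, p = 0.3). For 9540 lncRNAs, the shares of the coverage were 0.491% ± 0.128 and 0.594% ± 0.0794 (exact permutation test, p = 0.3), and for 558 circRNAs 2.11% ± 1.22 and 2.44% ± 1.45 (exact permutation test, p = 0.7). Of these lncRNAs, 7.5% ± 4.6 were above 0 in MII oocytes and 13.1% ± 3.2 in PN embryos (exact permutation test, p = 0.3). Of the circRNAs, these were 5.6% ± 3.1 and 8.9% ± 1.5 (exact permutation test, p = 0.3). MII oocyte replicate 3 had 16.5% of the sperm-enriched mRNA loci above 0, more than PN embryo replicates 1 and 2 with 15.3% and 12.8%. PN embryo replicate 3 had more, with 19.6%. For lncRNAs and circRNAs, MII oocyte replicate 3 also lay above PN embryo replicates 1 and 2 and below replicate 3. Between libraries with the same number, PN embryos had the higher share above 0 each time, but the numbers show no pairing. Since 3 libraries against 3 cannot reach a p-value under 0.1, neither a transfer at fertilization nor misassigned reads can be ruled out, and the patterns cannot be told apart from misassigned reads.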

How the results depend on the processing

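The tests that counted the identical sperm columns as 2 samples, left out mRNA loci with transcripts in the lncRNA table, scaled lncRNAs to their summed coverage, scaled circRNAs to their total count or required 10 counts in the circRNA screens were chosen only after the result was seen, and all other alternatives before. In all, 28 results were recomputed in 243 alternatives. By the limits set for each, 171 did not move, 70 moved and 2 reversed. Of the 6 shortlisted circRNAs, none could pass an exact test of 3 libraries against 3, so an unmoved difference there shows no stability. DESeq2 does not apply to coverage, nor quantile normalization and the pseudocount to counts, and these were not run. In the DESeq2 fits, features without a p-value were counted as not passing. For the tests of circRNAs, leaving out a sperm library leaves 1, so none was run. The circRNA screens were repeated without each sperm library. Where no cause is given below, the cause was not tested.

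The number of mRNA loci past the threshold between PN embryos and MII oocytes, 46, was 2 with all 3 groups in one fit, 132 with no filter on low values, 223 with the adjusted p-value alone, 779 with DESeq2 (301 higher and 478 lower, against 23 and 23) and 30 among loci without transcripts in the lncRNA table. Leaving out each replicate gave 22 to 89. For sperm against MII oocytes, 11960 became 497 with no filter and 4193 among loci without lncRNA transcripts, and for sperm against PN embryos 10852 became 680 and 3910. These 2 counts stayed within 1.5 times with all 3 groups in one fit, the adjusted p-value alone, DESeq2 and each replicate left out.

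The 12 lncRNAs between PN embryos and MII oocytes were 122 with no filter, 21 with the adjusted p-value alone, 7 with a pseudocount of 0.1, and 1 to 13 with each replicate left out. For sperm against MII oocytes, 9649 (404 higher, 9245 lower) became 1308 (596 higher, 712 lower) with quantile normalization, which moved the median log2 fold change of all tested lncRNAs from -4.31 to 0.045. For sperm against PN embryos, 8321 (392 higher, 7929 lower) became 1221 (575 higher, 646 lower), and the median moved from -4.32 to -0.016. After scaling to the summed coverage, 9777 (389 higher, 9388 lower) and 8447 (374 higher, 8073 lower) passed. The excess of lower lncRNAs in sperm was thus found on these scales with all libraries, and was small after quantile normalization, which gives every library the same distribution. It holds among lncRNAs that passed, and most of the 9540 enriched in sperm were not counted as higher. With each replicate left out, the counts ranged from 361 to 8827 against MII oocytes and from 353 to 7452 against PN embryos. The low values came from leaving out an oocyte or embryo library, where the filter for 3 libraries kept 1617 to 1734 of 11162 and 1674 to 1758 of 10022 lncRNAs. In these fits more lncRNAs were higher than lower in sperm, with 245 to 257 higher and 116 to 141 lower against MII oocytes, and 245 to 252 higher and 108 to 120 lower against PN embryos.

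For circRNAs between PN embryos and MII oocytes, the count of 0 (16 at an unadjusted p-value under 0.05) was 2 with DESeq2 and 0 in every other alternative. In some of these, the smallest adjusted p was under 0.05, and the limit on the fold change alone held the count at 0. It was 5.58e-06 with the replicate block, 3.98e-05 with no filter and 1.56e-08 without PN embryo replicate 2 (edgeR). In others it was not, with 0.206 for all 3 groups in one fit (edgeR). For sperm against MII oocytes, 61 (8 higher, 53 lower) became 31 with all 3 groups in one fit, 19 with no filter, 134 with the identical columns as 2 samples (76 higher, 58 lower), and 0 to 1 with each MII oocyte replicate left out (8 to 12 at an unadjusted p-value under 0.05). DESeq2 gave 80 (21 higher, 59 lower). For sperm against PN embryos, 54 (1 higher, 53 lower) became 24, 8 and 109 (64 higher, 45 lower) in these alternatives. It was 95 with DESeq2 (34 higher, 61 lower), and 0 in each of the 3 tests that left out a PN embryo replicate (5 to 13 at an unadjusted p-value under 0.05). With an oocyte or embryo replicate left out, the filter for 3 libraries kept 45 to 62 of 123 and 69 to 72 of 143 circRNAs. CircRNAs found in oocytes or embryos alone then dropped out, so these fits cannot show how far the counts depend on a single replicate. With the identical columns as 2 samples, 234 and 255 circRNAs were tested in place of 123 and 143, since a circRNA above 0 in sperm alone can then reach the 3 libraries the filter requires. Whether the changed balance of higher and lower circRNAs comes from those added or from the added sample was not tested. The balance also depends on the normalization. The library sizes and TMM factors were taken from the circRNAs kept by the filter, and for sperm against PN embryos these factors were 0.357 to 0.418 in PN embryos and 2.84 and 6.04 in sperm. Scaled to the total circRNA count instead, 70 (17 higher, 53 lower) passed against MII oocytes and 44 (15 higher, 29 lower) against PN embryos, and the log2 fold change of circRNA-1572 in sperm against PN embryos was 1.40 in place of -1.79 (1.39 with no filter). For PN embryos against MII oocytes, 0 passed (15 at an unadjusted p-value under 0.05). This scaling was not run for the test across the 3 groups. Across the 3 groups, 122 circRNAs at an unadjusted p-value under 0.05 became 26 after adjustment, 62 with no filter, 77 with DESeq2, 273 with the identical columns as 2 samples, and 68 to 97 with each replicate left out.

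With the replicate number as a block, 112 mRNA loci passed between PN embryos and MII oocytes, 1027 for sperm against MII oocytes and 1175 for sperm against PN embryos. The block gave 16, 9663 and 8292 lncRNAs and 0, 0 and 0 circRNAs (3, 12 and 4 at an unadjusted p-value under 0.05), and 30 circRNAs across the 3 groups. The mean correlation between the deviations of same-numbered MII oocyte and PN embryo libraries was 0.028 for mRNAs, 0.033 for lncRNAs and 0.015 for circRNAs, so the numbers show no pairing.

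The screened circRNAs, 103, became 4 with at least 2 libraries of each group, 0 with all libraries, 13 with 10 counts, and 62 to 127 with each replicate left out. With the groups exchanged, 58 became 0, 0, 11 and 26 to 72. The difference of circRNA-686 between PN embryos and MII oocytes, 24 counts, reversed to -1 without PN embryo replicate 3 (range -1 to 36.5), and that of circRNA-1892, 42 counts, ranged from 0 to 63. Spearman's rho between PN embryo and sperm counts reversed from -0.129 to 0.193 when circRNAs at 0 in PN embryos entered. The median ratio of PN embryo to sperm counts of mRNA loci above 0 in a PN embryo library was 0.00252, and 0.0023 with a sperm mean of at least 10. The difference of the median correlations was 0.388 for mRNAs and 0.432 with Pearson's r of log2(count + 1), and for lncRNAs 0.414, 0.476 and, with a pseudocount of 0.1, 0.477, with the same sign in each. The GC content at the junction of circRNA-1881 was 35.0% with 20 bases on each side and 20.0% with 10.

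On simulated circRNAs with the spread estimated from the real libraries, the test recovered 0% of 16-fold changes between PN embryos and MII oocytes, against 96.5% at a low spread, and the count of 0 in the real libraries is not taken as a lack of such changes. For sperm against MII oocytes it recovered 0% and 100%, while 61 circRNAs passed in the real libraries. The simulation thus differs from the real comparison with sperm. Between PN embryos and MII oocytes it differs as well, with 1204 circRNAs tested against 270 in the real libraries. What limits the circRNA tests was not settled by the simulation. The effect of depth was not tested.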

Differences from the paper's values

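The tests of the 3 groups with the identical sperm columns counted as 2 samples were chosen only after the result was seen.

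Of the 792 circRNAs in the supplementary sheet, the paper marks 112 as significant by the p-value for the 3 groups, and here 42 of the 185 that passed the filter were under 0.05 without adjustment, 32 of them among the 112. The others of the 792 were not tested in this fit. None of the alternatives set before the data were examined reached the paper's number: a replicate block gave 12, adjustment 11, no filter on low values 3, DESeq2 19 and leaving out each replicate 17 to 31. With the identical sperm columns counted as 2 samples, an alternative chosen after seeing the values, 135 of 269 tested were under 0.05, 72 of them among the paper's 112, which is within 1.5 times the paper's number.

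For circRNA-1572 the paper's p-value is 0.0428865 and the value here was 0.00466 without adjustment. Of the alternatives set before the data were examined, the adjusted p-value, 0.0569, is within 1.5 times the paper's. The replicate block (0.12), no filter (0.29), DESeq2 (0.152) and each MII oocyte replicate or PN embryo replicate 3 left out (0.0112 to 0.123) are not. Without PN embryo replicate 1 or 2 it gave no value, since it was then above 0 in fewer than 3 libraries. For circRNA-1892 the paper's p-value is 0.0469892 and the value here was 0.0101, and of these alternatives only the test without PN embryo replicate 1 (0.0533) came within 1.5 times. For circRNA-1881 the paper's p-value is 0.000835989 and the value here was 6.3e-05, and for circRNA-1974 the paper's is 5.16815e-05 and the value here was 9.94e-06. None of the alternatives that gave a p-value closed the gap for these 2, with 0.119 and 0.124 without the filter. With DESeq2, the p-value of circRNA-1974 was 0.0158, and that of circRNA-1881 cannot be told from a missing one. For circRNA-1985 the paper's p-value is 0.05858 and the value here was 0.122. The test without PN embryo replicate 2 (0.0589) came within 1.5 times, as did that with the identical columns as 2 samples (0.0783), which was chosen after seeing the values. For the other 4 circRNAs above, the p-value with the identical columns as 2 samples was not within 1.5 times the paper's, with 0.203 for circRNA-1572, 0.136 for circRNA-1892, 0.0211 for circRNA-1881 and 0.00426 for circRNA-1974.

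For circRNA-1974, Table S2 of the paper gives a genomic length of 2555 bases, and the positions in the supplementary sheet lie 21442 bases apart. For circRNA-1892 these lengths are 25765 and 35110. No alternative applies to them.

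The same 4 of the 6 shortlisted circRNAs were under 0.05 here and in the supplementary sheet, which marks circRNA-1985 and circRNA-686 as not significant. Of the alternatives, only the test without MII oocyte replicate 2 gave 4, and the others gave 0 to 2. With DESeq2, circRNA-1881 and circRNA-1892 were counted as not under 0.05, but their values cannot be told from missing p-values. Figure 1b marks circRNA-1985 and circRNA-686 as significant. Here circRNA-686 had an unadjusted p-value of 0.315 across the 3 groups, and 0.175 to 0.479 in the alternatives, and for circRNA-1985 the alternatives gave 0.0589 to 0.384. The supplementary sheet and Figure 1b list circRNA-686 as absent from MII oocytes, where the deposited counts are 0, 2 and 1. In the other 791 circRNAs of the sheet, the listed MII oocyte mean equals the counts weighted by 1 factor per library.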

Other observations

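The tests of other splits of the libraries and of the identical sperm columns were chosen only after the result was seen, and the test of the circRNA totals before.

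The comparisons of 3 libraries against 3 were repeated with other splits of their 6 libraries. The circRNA comparisons with sperm, which has 2 libraries, were not. There are 10 splits of 6 libraries into 2 groups of 3. Of these, 4 part all 3 pairs of libraries with the same replicate number, as the real one does, and 6 part 1 pair and are not compared with it. For mRNAs, 1 of the 4 splits, the real one, reached the 46 loci between PN embryos and MII oocytes, 1 of 4 the 11960 between sperm and MII oocytes and 1 of 4 the 10852 between sperm and PN embryos. For lncRNAs, 1 of the 4 splits reached the 12 between PN embryos and MII oocytes, 1 of 4 the 9649 between sperm and MII oocytes and 1 of 4 the 8321 between sperm and PN embryos. Over all 9 other splits, at most 1 mRNA locus and 2 lncRNAs passed in the splits of PN embryos and MII oocytes. For circRNAs between PN embryos and MII oocytes, where 0 passed (16 at an unadjusted p-value under 0.05), 4 of the 4 splits gave as many, as any split must for a count of 0, so this comparison is void. For the other counts, a share of 1 in 4 is the smallest this comparison can give. In the sperm comparisons of mRNAs and lncRNAs, each of the 9 other splits gave 0.

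The circRNA counts of sperm replicates 1 and 3 were identical. If the same library had been listed under both numbers throughout, the mRNA counts would be identical as well, but only 0.418% of the mRNA loci above 0 in either replicate had equal counts. The repetition therefore concerns the circRNA table and not the mRNA table. The sperm means in the supplementary sheet equal 1 weighted sum of the counts in all 792 listed circRNAs, with a weight of 5.0 on the sum of the 2 identical columns and of 4.91 on replicate 2. No biological explanation was tested, and which of the replicates the column belongs to is not known.

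The median circRNA total of sperm was 6.74 times that of MII oocytes. A few circRNAs taking most of the counts is a technical explanation for a higher total. Without the 10 circRNAs with the most counts in each library, the ratio was 8.204. The difference in total is therefore not made by these 10, and the valid reads per library in Table S1 were similar. Whether the authors' detection of circRNAs differed between groups was not tested. The methods describe no removal of linear RNA from the sequenced libraries. The ratio is not a measure of circRNA per cell.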
